# Genome-Wide Identification of microRNAs in Response to Salt/Alkali Stress in *Medicago truncatula* through High-Throughput Sequencing

**DOI:** 10.3390/ijms19124076

**Published:** 2018-12-17

**Authors:** Chunyu Cao, Ruicai Long, Tiejun Zhang, Junmei Kang, Zhen Wang, Pingqing Wang, Hao Sun, Jie Yu, Qingchuan Yang

**Keywords:** *Medicago truncatula*, microRNA, high-throughput sequencing, salt stress, alkali stress

## Abstract

Saline-alkaline stress is a universal abiotic stress that adversely affects plant growth and productivity. Saline-alkaline conditions results in plant abnormal transcriptome expression finally manifesting as defective phenotypes. Considerable research has revealed the active role of microRNA in various stress conditions. This study was aimed to identify novel miRNAs and the miRNA expression patterns in the leguminous model plant R108 (*Medicago truncatula*). The miRNA contained in the total RNA extracted from *Medicago truncatula* seedlings (72 h) that had been treated with solutions mimicking saline and alkaline soils was subjected to miRNA deep sequencing. The Illumina HiSeq sequencing platform was used to analyze nine small RNA libraries of three treatment groups: distilled water, 20 mM NaCl + Na_2_SO_4_ and 5 mM Na_2_CO_3_ + NaHCO_3_. Sequencing revealed that 876 miRNAs including 664 known miRNAs and 212 potential novel miRNAs were present in all the libraries. The miR159 family, miR156 family, miR2086-3p, miR396, miR166, miR319, miR167, miR5213-5p, miR1510 and miR2643 were among the most expressed miRNAs in all libraries. The results of miRNAs expression under treatments were validated by reverse-transcription quantitative PCR (RT-qPCR). Target gene prediction through computational analysis and pathway annotation analysis revealed that the primary pathways affected by stress were related to plant development, including metabolic processes, single-organism processes and response to the stimulus. Our results provide valuable information towards elucidating the molecular mechanisms of salt/alkali tolerance in *Medicago truncatula* and provide insight into the putative role of miRNAs in plant stress resistance.

## 1. Introduction

Environmental stress can affect the growth of plant and is a major challenge for agricultural productivity. Salinity and alkalinity are the two main environmental factors which limit land planning and utilization. The demand for food is increasing while at the same time less land is available for crop production [1]. Thus, there is an urgent need to optimize the use of potential cropland, including saline and alkaline soils. Salt and alkali restrict the development of plants through two pathways: (i) the higher osmotic pressure causes the dehydration, resulting in phenotypes similar to drought stress and (ii) toxic side effects result from the accumulation of salt and alkali in a chronic process [2].

With the expanding knowledge of the critical mechanisms controlling salt uptake and exclusion, more salt tolerant transgenic crops overexpressing or silencing of the key-components in salt metabolism pathways have been generated [3]. Noncoding RNAs—particularly miRNAs—have generated interest due to their ubiquitous interaction with target genes and an increasing number of have been identified to undertake indispensable roles in the regulation of stress tolerance [4,5]. The identification of miRNAs will enable post-transcriptional regulatory processes to be elucidated in the complex biological responses of plants to saline conditions This will inform future investigations into breeding plants with increased salt or alkali tolerant.

MiRNAs are small (19–24 nt), endogenous non-coding RNA transcripts that are widely expressed in various species [6]. These transcripts are loaded into the RNA-induced silencing complex (RISC), which negatively regulates gene expression though incomplete complementary pairing with targeting mRNAs, followed by degradation of the target mRNAs [7]. The majority of crops are glycophytes which are sensitive to salt stress [8] and therefore salt tolerance in crops relies on continuous adjustment of their metabolism with sustained and transient metabolic alterations, in which miRNAs play an active role. Next generation sequencing (NGS) technology has dramatically progressed our knowledge and identification of miRNAs in various plants [9]. With NGS analysis of differentially expressed miRNAs and in silico prediction of miRNAs, a lot of specific miRNAs functions have been clarified. Presently, miRNAs have been implicated in both biotic and abiotic stress responses of various plants enabling survival in adverse conditions such as drought, salinity and high/low temperatures [10,11,12]. For example, 5′ rapid amplification of cDNA ends (RACE) has been used to demonstrate that soybean miR172 transcripts target the APETALA2-like transcription factors (AP2) family and can be affected by abscisic acid (ABA) which is a critical hormone in salt stress regulation [13]. Heterogeneous expression of gma-miR172c improved the salt/drought tolerance as well as the root length, germination rate and cotyledon greening of *Arabidopsis thaliana* [13]. Overexpressing miR319 and miR528 genes of rice (*Oryza sativa*) in creeping bentgrass (*Agrostis stolonifera* L.) also improved the drought/salt tolerance and increased the leaf weight-area ratio [14,15]. A newly identified cotton miRNA named as miRNVL5, could promote the salt sensitivity of *Arabidopsis thaliana* through targeting *GhCHR* (from *Gossipier hirsutum*) which is orthologous to *At2g44380* of Arabidopsis. Although no homologs of miRNVL5 have been identified in Arabidopsis, ectopic expression of *GhCHR* in Arabidopsis could reduce the Na+ absorption and improve primary root growth and biomass [16]. The drought and salinity responsive nuclear factor Y (NF-Y) which enhances plant resistance to drought stress—but increases sensitivity to salt stress—can be targeted by miR169 in *A. thaliana* [17] and maize [18,19]. Research into miRNAs involved in alkali stress are relatively rare. Regardless of the specie; the miR156 family, miR319, miR398 [20], miR172, miR408, miR169 and miR528 were found to be the miRNAs most commonly involve in plant salt/alkali stress responses.

Alfalfa (*Medicago sativa*) is a critical forage species throughout the word and characterized by high yields, nutritional content, quality and strong resistance. As a legume crop, alfalfa has strong deep roots and the ability to exist symbiotically with nodule bacteria to fix large amounts of nitrogen. Cultivation of alfalfa is thought to improve the soil since rotation with other crops could cut down the requirement for nitrogen fertilizer [21]. It has been suggested that saline and sodic soils could be reclaimed using salt and alkali tolerant plants such as alfalfa [22,23]. However, the genetic diversity and uncomplicated genome splicing make breeding salt/alkali resistant alfalfa with molecular techniques challenging. Another *Medicago* member, *Medicago truncatula*, give a hand to the research of *Medicago sativa*. Research into *M. sativa* has been advanced through its close genetic relationship with *M. truncatula* and other leguminous plants, which has facilitated significant work using comparative genomics. As a legume model plant, *M. truncatula* exhibits a high genetic transformation rate, short growing period, self-pollination and smaller genome and has become the fourth *Leguminosae* model plant for which complete genome sequencing has been achieved. Consequently, elucidation of the molecular pathways of alfalfa could rely on further studies with *M. truncatula*. Banyar et al. [24] successfully amplified the precursor of miR156 in *M. sativa* with primers designed from the *M. truncatula* database and acquired a sequence containing the mature miR156 sequence. From this, precursor miRNA was produced which was analogous to miR156 precursors [24]. Encouragingly, transgenic alfalfa exhibited a higher yield and salt tolerance after overexpression of the Ms-miR156, which may directly target the SQUAMOSA promoter binding protein-like (SPL) family [24,25]. This was the first time that the specific function of a miRNA was identified in *Medicago*, opening new avenues for investigation into *Medicago* molecular regulation and the development of new breeding tools for the alfalfa.

Although some miRNAs exhibit conserved functions in various plants, different species might have different requirements for growth conditions. Therefore, to investigate the post-transcriptional regulation of *Medicago* and reveal approaches for breeding salt- or alkali-tolerant alfalfa, we constructed nine small RNA NGS libraries of R108 under the treatment of water, salt and alkali. The RNA was extracted from seedlings of *M. truncatula* during germination, as alfalfa is more susceptible to salt and alkali conditions at this stage, making it an appropriate time for salt tolerance screening [26]. The aim was to identify the presence of miRNAs, along with their abundance and temporal expression under salt or alkali conditions in R108. Finally, the corresponding downstream regulatory networks were explored to reveal possible future avenues for research into of alfalfa and other leguminous plants.

## 2. Results

### 2.1. Characterization of Medicago truncatula miRNA Expression in Conditions of Stress 

For the purpose to characterizing the salt stress response miRNAs in *Medicago truncatula*, equivalent seeds of R108 were placed into Petri dishes treated with distilled water, 20 mM NaCl + Na_2_SO_4_ solution (pH = 5.69) and 5 mM Na_2_CO_3_ + NaHCO_3_ (pH = 9.98) solution, respectively. After 72 h cultivation, the germinated seeds displayed remarkable morphological variation (Figure 1A). Seeds that were cultivated in distilled water exhibited the greatest overall length of 3.9 ± 0.23 cm, followed by the alkali-treated seeds with an average length of 2.38 ± 0.33 cm. Those cultivated in high salt conditions were 1.63 ± 0.26 cm in length, indicating delayed development, with closed cotyledons observed and no clear distinction of root or stem. Due to the low concentrations of salt or alkali in our experiments, the germination rate was only slightly decreased in the treatment groups. Both salt and alkali stress caused slight reductions in the germination percentage but led to significantly reduced radicle elongation during early seedling growth stages. This inhibition was more dramatic in higher salt concentrations.

### 2.2. miRNA Sequencing and Identification

To investigate the role of miRNAs in the R108 salt stress response during the germination stage, we constructed nine small RNA libraries for the three conditions described above (DW: distilled water, SS: 20 mM NaCl + Na_2_SO_4_ and AS: Na_2_CO_3_ + NaHCO_3_). 

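The 3 conditions were distilled water, salt (a 20 mM mixture of sodium chloride and sodium sulfate) and alkali (a 5 mM mixture of sodium carbonate and sodium bicarbonate). Entire R108 seedlings were harvested after 72 h, and 3 small RNA libraries were sequenced for each condition. The methods describe 1 dish for each condition and 3 biological replicates, and do not state whether the replicates came from separate dishes. The deposited values are reads counted for each known miRNA and each predicted miRNA, after the authors trimmed the reads, removed other non-coding RNA and aligned the rest to the genome. The total miRNA count was 3746957 to 4554748 in the distilled water libraries, 3918174 to 7191272 in the salt libraries and 4135854 to 6503979 in the alkali libraries. This was 9.45 to 19.9 miRNA counts for every 100 clean reads. Counts were scaled by the trimmed mean of M-values (TMM), with factors from 0.768 in AS1 to 1.35 in DW1. They are given per 1000000 of the library's miRNA total times its factor (CPM), so CPM is not a share of the counts. miRNAs with too few counts for a test were left out by edgeR's filter with a minimum count of 10, which kept 647 miRNAs. Some members of a family had identical counts in every library, so the 647 miRNAs held 490 distinct count profiles. All 9 libraries were fitted together, and each pair of conditions was compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A miRNA is said to rise or fall only at an adjusted p under 0.05 and a fold change over 1.5. The lists of miRNA families were tested with fry, which asks whether the members of a list move one way on balance, with p adjusted over the lists of a comparison. They were also tested with camera at an estimated correlation between members. camera answers another question, whether a list moves apart from the other miRNAs. In counts simulated at this depth with 3 libraries per condition, 31.3% of 1.5-fold changes, 86.6% of 2-fold changes and 100% of 4-fold changes were called. Of the unchanged miRNAs in the same simulation, 1.57% were called.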

Using the Illumina HiSeq Xten platform, 346,181,871 reads (Table 1) were obtained from the nine libraries (NCBI Sequence Read Archive (SRA) with the GenBank accession No. GSE121969). After trimming low quality sequences below the Q30 threshold, non-informative sequences short and sequences less than 18 bp or more than 30 bp in length, the mean read counts of DW, SS and AS were 33.6 ± 5.4, 35.1 ± 14.6, 34.6 ± 4.4 million reads, respectively. Acquired clean reads were aligned to the *M. truncatula* genome and pre-miRNA sequence in miRBase to identify known miRNAs. Finally, 664 known miRNAs belonging to 156 miRNA families were identified. 

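The known miRNAs covered well-expressed regulators of development as well as entries seen in single reads. mtr-miR159a, which targets MYB transcription factors, had at least 503388 counts in every library. Of 684 known entries in the count table, 664 had at least 1 read in 1 of the 9 libraries and 504 (75.9%) had reads in all 9. The number detected in a library was 575 to 589 in distilled water, 568 to 594 in salt and 581 to 586 in alkali. With at least 10 reads in at least 1 library, 498 known miRNAs remained. The 664 detected entries held 444 distinct count profiles. Of the known miRNAs, 451 had enough counts for a test.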

The length of the identified conserved miRNAs ranging from 19 to 24 nt (Figure 2). Moreover, miRNAs that were 21 nt in length accounted for 65.43% of the total identified miRNAs, which is in line with results from other plant species including radish [27], trifoliate orange [28], *Populus* [29] and grapevine [30]. 

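Of the 664 known miRNAs detected, 406 (61.1%) were 21 nt long. A further 106 (16.0%) were 22 nt, 108 (16.3%) were 24 nt and 35 (5.27%) were 20 nt. By reads, the 21-nt and 22-nt classes were closer to each other. The 21-nt miRNAs took 47.2% ± 5.95 (SD, n = 9 libraries) of all miRNA counts and the 22-nt miRNAs 41.0% ± 6.54 (SD, n = 9). mtr-miR5213-5p alone, a 22-nt miRNA, took 40.2% of the counts on average. The known 24-nt miRNAs, a length shared with heterochromatic siRNAs, took 0.579% ± 0.229 (SD, n = 9) of the counts. Lengths are those of the mature sequences in the count table. Entries that share a mature sequence were each counted, so a read may count more than once in these shares.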

Unannotated sequences with flanking assembled sequences were spliced together, which were predicted to be precursors of novel miRNA. Novel miRNA precursors, which were required to match at least one genome locus perfectly, were spliced using the software RNAfold and randfold. Finally, 212 putative novel miRNAs were selected from the nine libraries, which were all analyzed using Bayesian modelling in miRDeep2 [31,32]. 

Furthermore, these putative miRNAs were mostly 21–24 nt in length, with 24 nt sequences representing 64.70% of the population. 

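Of the 212 predicted miRNAs detected, 141 (66.5%) were 24 nt long and 41 (19.3%) were 21 nt. The classes of 22 nt and 23 nt held 11 and 12 predicted miRNAs. The 24-nt class took fewer reads than its number of entries, at 1.44% ± 0.336 of all miRNA counts in distilled water, 1.04% ± 0.0865 in salt and 0.842% ± 0.165 in alkali (SD, n = 3 each). The predicted 21-nt miRNAs took 2.13% ± 0.129, 2.15% ± 0.172 and 1.98% ± 0.234 of the counts in the same conditions (SD, n = 3 each).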

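The predicted miRNAs with the most reads were short ones. unconservative_8_13769 and unconservative_8_17023, both 21 nt, averaged 5714 ± 996 and 5662 ± 798 CPM (SD, n = 9 libraries). They were followed by unconservative_4_44216 at 4605 ± 652 CPM, unconservative_7_24079 (22 nt) at 3514 ± 388 CPM, unconservative_4_42676 (22 nt) at 2798 ± 402 CPM and unconservative_4_43694 (20 nt) at 2596 ± 405 CPM. In the deposited counts, 91 predicted miRNAs (42.9% of those detected) had over 100 reads in each of the 9 libraries. The number was 58 at over 200 reads in each library. These names are those of the count table, which do not pair with the numbered names of the predicted miRNAs in the text.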

Sixty-four (30.19%) of the novel miRNAs were sequenced with more than 100 copies in each miRNA library and the precursors of the six most abundantly expressed novel miRNAs are presented in Figure 3. It was predicted that 116 novel miRNAs were from 71 conserved miRNA families (Table S1) but the authenticity of such novel miRNAs needs further validation.

In summary, 876 known and novel miRNAs, of which 706 were classified to be from 169 miRNA families, were identified with high reliability. 

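In the count table, 876 miRNAs had at least 1 read in 1 of the 9 libraries, 664 of them known and 212 predicted. Table S1 lists 706 entries, of which 590 are known and 116 are predicted. All 590 known entries were found in the count table by name. Known entries occur in 129 of the families and predicted entries in 70. The families with the most reads were miR5213 and miR159, and the MYB regulator miR159 is conserved across land plants.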

### 2.3. Clustering Analysis and Identification of Salt/Alkali-Stress-Responsive miRNA

To identify the miRNAs that are involved in the salt and alkali response, we considered a 1.5-fold change of miRNA expression and *p* value < 0.05 as thresholds for differentially expressed miRNAs. The differences in expression of the miRNAs between the treatment and control groups were analyzed using DESeq to compare the log2 transformed read counts. It was found that 81 and 129 miRNAs exhibited > 1.5-fold change in expression following salt and alkali treatment, respectively (Figure 4A). 

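mtr-miR5211 rose strongly in both treatments. This 22-nt miRNA (UCGCAGGAGUGAUGGGACCGGC) was at 1.61 ± 0.430 CPM in distilled water, 80.5 ± 13.3 CPM in salt (49.1-fold) and 65.3 ± 12.1 CPM in alkali (40.0-fold; SD, n = 3 each). mtr-miR5232 rose 3.86-fold in alkali, from 579 ± 127 to 2236 ± 336 CPM (SD, n = 3 each), and was at 996 ± 231 CPM (SD, n = 3) in salt, where it rose as well. Among the predicted miRNAs, unconservative_1_31442 rose from 16.5 ± 6.67 to 47.7 ± 3.92 CPM in salt, and unconservative_1_30619 rose from 735 ± 140 to 2068 ± 331 CPM in alkali (SD, n = 3 each). The log2 fold change of mtr-miR5211 was 5.62 in salt (standard error 0.283, adjusted p = 6.33e-13) and 5.32 in alkali (standard error 0.283, adjusted p = 2.04e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test gave mtr-miR5232 log2 fold changes of 0.78 in salt (standard error 0.205, adjusted p = 0.0291, a call lost without DW1, DW2, SS1 or SS2) and 1.95 in alkali (standard error 0.211, adjusted p = 8.80e-07).
Of the 647 miRNAs tested, 26 rose and 27 fell in salt, and 56 rose and 55 fell in alkali. Counted by distinct profile, 42 changed in salt and 94 in alkali. The 3 treated and the 3 distilled water libraries did not overlap for all 53 miRNAs called in salt and for 93 of the 111 called in alkali. Over all miRNAs tested this held for 24.1% in salt and 34.6% in alkali, where chance gives 10%. Of the known miRNAs, 21 rose and 27 fell in salt, and 49 rose and 22 fell in alkali. Of the predicted miRNAs, 5 rose in salt, while 7 rose and 33 fell in alkali. The 33 were 8 without DW1 or AS1, 6 without DW2, 58 without DW3 and 17 by DESeq2, and the 7 were 14 without DW3, 2 without AS1 and 11 by DESeq2. The 5 were 2 without DW2 or SS2, 3 without SS1 or AS2, 13 without DW3 and 9 without AS1 or AS3, and predicted miRNAs fell in salt without DW1 or SS3 (1 each), DW3 (20), AS1 (10) or AS3 (7). Known miRNAs that rose and fell in salt were 9 and 6 without DW1, 5 and 5 without DW2 or SS1, 57 and 11 without DW3, 2 and 4 without SS2, 17 and 5 without SS3 and 34 and 29 without AS3, with 11 falling by DESeq2. In alkali they were 36 and 6 without DW1, 92 and 38 without DW3, 29 and 10 without AS1 and 59 and 62 without AS3. The salt count was 20 without DW1, 12 without DW2, 101 without DW3, 13 without SS1, 8 without SS2 and 27 without SS3, and the alkali count was 58 without DW1, 67 without DW2, 202 without DW3, 49 without AS1 and 173 without AS3. With libraries scaled by their clean reads, 4 rose and 3 fell in salt and 35 rose and 76 fell in alkali, and DESeq2 gave 33 and 11 in salt and 84 and 38 in alkali.

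**Figure D1:**
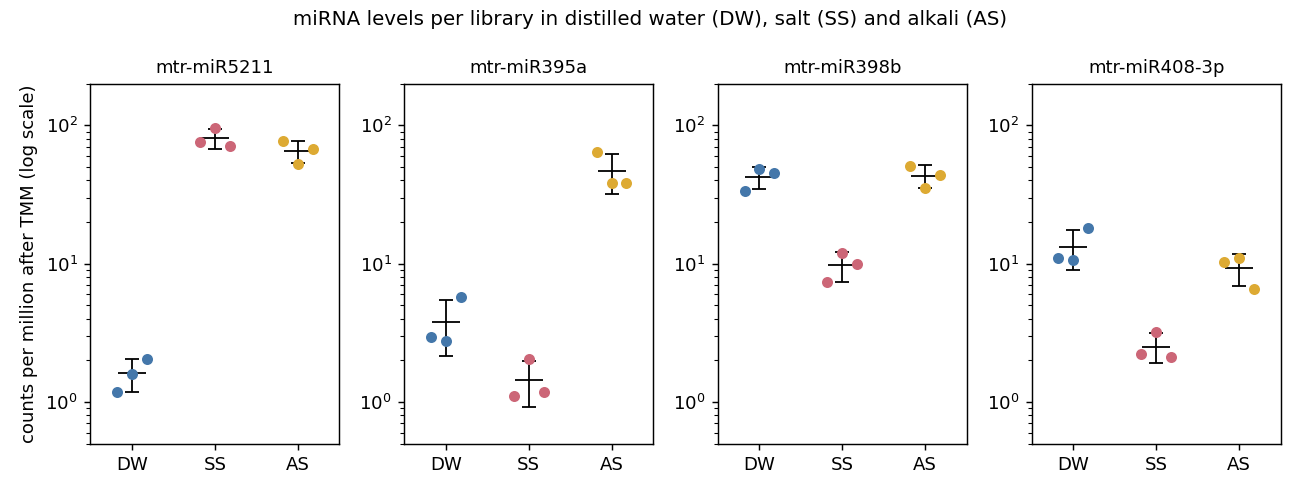
Level of mtr-miR5211, mtr-miR395a, mtr-miR398b and mtr-miR408-3p in CPM (TMM-scaled, log axis) in distilled water, salt and alkali, with 1 point per library and bars for the mean and SD (n = 3). mtr-miR5211 lies between 1.19 and 2.05 CPM in distilled water and between 52.5 and 95.5 CPM in the 6 treated libraries, and mtr-miR395a lies between 38.0 and 63.9 CPM in alkali and between 1.11 and 5.73 CPM in the other 6 libraries.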

A total of 101 miRNAs showed significant up-regulation in at least one of the treatment groups and 35 miRNAs (Figure 4C) were up-regulated in both salt and alkali conditions; including the mtr-miR156 family, mtr-miR159a, the mtr-miR171 family—which have been reported to be involved in the salt/drought stress response—the miR160 family which has been reported in the response to sulphur deficit and several rarely studied miRNAs. 

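The miRNAs that rose in both treatments included 11 members of the miR156 family, which targets SPL genes, and mtr-miR169c, of a family that targets NF-YA genes. Of the 11, mtr-miR156b-5p, mtr-miR156c-5p, mtr-miR156d-5p and mtr-miR156i-5p have the same mature sequence, as do mtr-miR156e, mtr-miR156f and mtr-miR156h-5p. mtr-miR156b-3p, mtr-miR156h-3p and mtr-miR156i-3p are 3p arms, whose targets were not examined here. The 11 members were 2 without DW1, 3 without DW2 or SS1, 1 without SS2, 7 without AS1 and 1 with library sizes of clean reads. mtr-miR169c was at 93.6 ± 20.3 CPM (SD, n = 3) in distilled water, and its log2 fold change was 0.81 in salt (standard error 0.191, adjusted p = 0.0209) and 0.79 in alkali (standard error 0.191, adjusted p = 0.00677) from edgeR. mtr-miR171f, of a family that targets GRAS genes, also rose in both, with a log2 fold change of 0.63 in each. mtr-miR159a was at 161160 ± 57883 CPM in distilled water, 238481 ± 22743 CPM in salt and 251522 ± 46692 CPM in alkali (SD, n = 3 each) and did not pass the test in either treatment (adjusted p = 0.194 and 0.0704 from edgeR). mtr-miR160e, which targets auxin response factors, rose from 39.9 ± 4.53 to 66.1 ± 10.9 CPM in alkali (SD, n = 3 each), and its log2 fold change in salt was 0.53 (adjusted p = 0.0946 from edgeR).
Of 14 miRNAs of auxin signalling, 6 rose in alkali (6 when adjusted over the list alone; adjusted p = 0.0794 from fry). Of these 6, 4 are mtr-miR160 entries with the same mature sequence, and 0 were called without AS1 and 9 without DW3. In salt edgeR called 0 of the 14 (6 without DW3), with 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma (adjusted p = 0.216 from fry). Of 6 members of miR169, 1 rose and 2 fell in salt (1 and 2 when adjusted over the list alone; adjusted p = 0.337 from fry). The 2 that fell, mtr-miR169h and mtr-miR169i, have the same mature sequence and 2 to 4 counts per salt library, and DESeq2 and limma called 0 lower, as did edgeR without DW1, DW2, AS2 or any salt library. With library sizes of clean reads 0 rose or fell. In alkali 3 of the 6 rose (4 when adjusted over the list alone). The number in alkali was 1 without DW1, AS1 or AS2 or with library sizes of clean reads. There fry gave adjusted p = 0.0311, which was lost without SS1, SS3 or any alkali library, and camera 0.338. Of 6 members of miR171, 1 rose and 1 fell in each treatment (3 and 1 in salt, and 1 and 1 in alkali, when adjusted over the list alone), with adjusted p = 0.347 in salt and 0.679 in alkali from fry. Without DW3, 3 rose in each treatment and the fry result passed in salt; 3 rose in salt without AS1 or AS3, and 2 in alkali without AS3. With library sizes of clean reads 0 of them rose in either treatment and 1 fell, in alkali.
In all, 59 miRNAs rose in at least 1 treatment and 23 rose in both, with 21 distinct profiles. Lists of these sizes drawn independently would share 2.25. The 2 comparisons use the same distilled water libraries, which the design does not allow to be divided, and unchanged groups simulated against these libraries shared 0.01 on average (at most 1). The simulated groups had 0.23 calls in salt and 0.06 in alkali on average, so they do not measure the share of the 23 that comes from the common libraries, and part of it may. Across the 490 distinct profiles, which are not independent replicates, the log2 fold changes of the treatments had a correlation of 0.624. The simulated groups had 0.495 on average (at most 0.625). The covariance was 0.247, against 0.0364 on average (at most 0.0549) in the simulated groups. Those groups hold no change and draw each miRNA separately. The larger covariance therefore does not tell a shared response from shifts of whole libraries or from a few large changes. The count of 23 was 9 without DW1, 6 without DW2, 61 without DW3, 7 without SS1, 3 without SS2 and 15 without AS1, and the count of 59 was 115 without DW3. mtr-miR171f lost its call without DW1 or DW2 in both treatments, without any salt library or AS2 in salt and without AS1 in alkali, and the call of mtr-miR160e in alkali was lost without AS1 and that of mtr-miR169c in salt without SS2.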

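mtr-miR171e-3p, of a family that targets GRAS genes, and mtr-miR398a-5p fell in both treatments. mtr-miR171e-3p was at 77.3 ± 3.35 CPM in distilled water, 48.4 ± 8.60 CPM in salt and 37.0 ± 2.56 CPM in alkali (SD, n = 3 each). mtr-miR398a-5p was at 31.7 ± 7.71, 16.7 ± 3.13 and 11.8 ± 3.68 CPM in the same conditions (SD, n = 3 each). mtr-miR2628 fell in alkali, to 4.40 ± 0.904 CPM, from 9.16 ± 0.785 CPM in distilled water, and was at 5.15 ± 2.46 CPM in salt (SD, n = 3 each). The log2 fold change of mtr-miR171e-3p was -0.68 in salt (standard error 0.181, adjusted p = 0.0291) and -1.06 in alkali (standard error 0.183, adjusted p = 0.000237) from edgeR. For mtr-miR2628 it was -0.79 in salt (standard error 0.320, adjusted p = 0.126) and -1.07 in alkali (standard error 0.330, adjusted p = 0.0281). In all, 80 miRNAs fell in at least 1 treatment and 2 fell in both, where independent lists of these sizes would share 2.30 and the simulated unchanged groups, which had almost no calls, shared 0. Independent lists leave out that both comparisons use the same distilled water libraries. mtr-miR395a was the 1 miRNA that moved in opposite directions, and its call in salt was lost without any 1 of the 6 libraries compared, with limma and with DESeq2's size factors. The count of 80 was 20 without DW1, 26 without DW2, 51 without SS2, SS3 or AS1 and 132 without AS3, and the count of 2 ranged from 0 to 21 when 1 library was left out. mtr-miR171e-3p lost its call in salt without SS1, SS3 or any distilled water library, mtr-miR398a-5p lost its call in salt without DW1, SS1 or SS2, and mtr-miR2628 lost its call in alkali without DW1, DW2, AS1 or AS2.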

While 67 miRNAs were down-regulated in either treatment (Figure 4B), only eight miRNAs were down-regulated in both treatments; including mtr-miR171e-3p, mtr-miR2628, mtr-miR398a-3p, mtr-miR398a-5p and four novel miRNAs named novel 73, novel 142, novel 186, novel 208. The hierarchical clustering of the differentially expressed miRNAs is presented in Figure 4D,E; and the average expression, *p* values and the false discovery rates of the differentially expressed miRNAs are detailed in Tables S2 and S3.

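The alkali libraries lay apart from the others on the first principal component of log2 CPM, which held 53.4% of the variance. They lay at 6.60 to 15.5 on it, the salt libraries at -4.97 to 1.73 and the distilled water libraries at -13.7 to -5.06. The extremes were DW1 and AS1, which also had the highest and the lowest TMM factor. Of the known miRNAs in Table S2, 67 were tested here, and all 67 had the same direction in salt as in the table. mtr-miR5211 had the highest fold change among them. Of these, 47 passed the thresholds used here and 59 passed at an unadjusted p. Of the known miRNAs in Table S3, 96 were tested and all 96 had the same direction in alkali, with 66 past the thresholds and 73 at an unadjusted p. The log2 fold changes of the tables were higher than those from edgeR by a median of 0.06 in salt and 0.13 in alkali.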

### 2.4. Prediction and Annotation of Target Genes for Salt/Alkali-Responsive miRNAs

Non-coding miRNAs in plants mainly exert their functions by inducing degradation through incomplete pairing with target genes. Using in silico bioinformatics, we obtained 154 and 146 potential targets of salt and alkali responsive miRNAs, respectively, using the TargetFinder tool [33]. Significantly enriched pathways (*p* ≤ 0.05) were analyzed using the DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov/). All target sequences were successfully classified into three Gene Ontology (GO) ontologies using the Blast2GO program including cellular components, molecular functions and biological processes (Figure 5). In all three ontologies, the salt stress and alkali stress showed slight differences. Single organism (GO:0044699), cellular process (GO:0050794) and biological regulation (GO:0065007) were the three most enriched cellular processes in salt/alkali stress. Cell (GO:0005623), organelle (GO:0043226) and cell part (GO:0044464) were the most abundant in the cellular component category; and binding (GO:0005488), catalytic activity (GO:0003824) and nuclear acid binding transcription factor activity (GO:0003682) were the predominant molecular functions. In general, the differences of GO analysis between salt and alkali treatments are not obvious but these miRNAs indeed involve in various physiological processes. 

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed enrichment of 23 out of 218 salt responsive miRNA target genes in 17 pathways (Figure 6). Pathways involved in biosynthesis; such as metabolic pathways, starch and sucrose metabolism and fructose and mannose metabolism; were the pathways that contained the highest numbers of enriched target genes. This correlates with the observations of *M. truncatula* after salt treatment. The monobactam biosynthesis and plant-pathogen interaction pathways relate to the plant defense response to the reverse situation. The enriched KEGG pathways in alkali stress were mostly found to be associated with metabolism, biosynthesis and protein export. These results represent that miRNAs participate in various biosynthesis and metabolic pathways during salt and alkali stress in consistence with the slowed development of *Medicago* seedlings.

### 2.5. Validation of High-Throughput Sequencing Data by RT-qPCR and 5’ RACE

Base on the results of small RNA sequencing, we selected 11 random known miRNAs to validate the reliability of our results using RT-qPCR. The RT-qPCR results together with sequencing fold-change data are displayed in Figure 7. Except for miR1510b-3p, the two methods revealed similar expression patterns for all miRNAs, validating the reliability of the NGS approach. 

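mtr-miR395a had the highest fold change of the 11 miRNAs in the sequencing data, at 12.1 ± 2.45 times its distilled water level in alkali and 0.361 ± 0.107 times in salt (each fold is given ± its standard error, n = 3 libraries per condition). Its family targets ATP sulfurylases. mtr-miR408-3p and mtr-miR398b, which target copper proteins, were at 0.184 ± 0.0419 and 0.230 ± 0.0382 times in salt and at 0.708 ± 0.135 and 1.03 ± 0.153 times in alkali. mtr-miR156a rose to 1.85 ± 0.301 times in salt and 2.02 ± 0.330 times in alkali. mtr-miR1510b-3p, of a family that targets disease resistance genes, rose to 1.67 ± 0.227 and 1.71 ± 0.233 times.
mtr-miR5205d and mtr-miR5208d fell in alkali, to 0.571 ± 0.0725 and 0.458 ± 0.0848 times, and were at 0.856 ± 0.108 and 0.745 ± 0.133 times in salt. mtr-miR319a-3p was at 1.41 ± 0.220 times in both treatments. mtr-miR166b was at 1.27 ± 0.188 and 1.32 ± 0.196 times and mtr-miR168c-3p at 1.26 ± 0.160 and 1.39 ± 0.176 times in salt and alkali. mtr-miR1510a-5p was at 1.21 ± 0.151 times in salt and had a log2 fold change of 0.48 in alkali. None of these 4 passed edgeR's test in either treatment, while DESeq2 called mtr-miR319a-3p, mtr-miR168c-3p and mtr-miR1510a-5p in alkali and all 4 passed in alkali without DW3. Ratios of the mean deposited TPM, which has no TMM scaling, were nearer 1 for these 4. In alkali they were 1.04 for mtr-miR319a-3p, 0.977 for mtr-miR166b, 1.03 for mtr-miR168c-3p and 1.03 for mtr-miR1510a-5p. In salt they were 1.21, 1.10, 1.09 and 1.03 in the same order. Of the 11 miRNAs, 5 changed in salt and 5 in alkali.
Of 9 entries from families that target NBS-LRR resistance genes, 1 rose in salt (2 when adjusted over the list alone). The 9 were taken by name and include both arms of mtr-miR1510a and mtr-miR1510b, so not each of them need target these genes. The number in salt was 3 without DW3, AS1 or AS3, and fry gave adjusted p = 0.0771, which passed without DW3. In alkali 2 rose, the arms mtr-miR1510b-3p and mtr-miR1510b-5p (2 when adjusted over the list alone). The number in alkali was 6 without DW3, and it was 0 in either treatment with library sizes of clean reads. In alkali fry gave adjusted p = 0.0311, which was lost without DW2, SS3 or any alkali library. camera, which compares the list with the other miRNAs, gave 0.311. Of 4 members of miR162 and miR168, families that target the miRNA pathway genes DCL1 and AGO1, edgeR called 0 in both treatments. The 4 include the 3p arm mtr-miR168c-3p. At an unadjusted p under 0.05, 0 of the 4 passed, and 0 when adjusted over the list alone. DESeq2 called 3 of them in alkali and 0 in salt, limma 0 in both, and edgeR 3 in alkali without DW3 and 1 without AS3. fry gave adjusted p = 0.158 in salt and 0.0656 in alkali, and both passed without DW3. The call of mtr-miR1510b-3p in salt was lost without DW1, DW2, SS1 or SS2, as was that of mtr-miR156a, and the calls of mtr-miR5205d and mtr-miR5208d in alkali were lost without DW1. mtr-miR1510b-5p lost its call in alkali without DW2 or AS1, and mtr-miR395a lost its call in salt without any 1 of the 6 libraries compared.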

To further explore the possible role of miRNAs in the *M. truncatula*, several predicted target genes were identified with RT-qPCR (Figure 7). The expression of an MYB transcription factor (*MTR_3g011610*), the orthologue of which has been verified to be the target of miR319 in *O. sativa* and *A. thaliana*, showed little correlation to miR319 expression, although this could be the consequence of the minimal changes in miR319 expression. Three targets showed strong negative correlations with miR395a expression during salt stress, including an ATP sulfurylase gene (*MTR_1g102550*) and two transcripts of a basic helix-loop-helix130 (bHLH130) transcription factor (*MTR_1g052470*) that play an indispensable role in plant salt and osmotic stress. The role of miR395 in complex saline soil (particularly when enriched with sulphur) along with the up-regulation in alkali stress conditions require further investigation. A negative correlation was revealed between miR408 and its potential target basic blue-like protein (BBLP, *MTR_8g089110*) in both salt and alkali stress. The results of the qPCR data (Figure 8) were in line with miRNA expression patterns of deep sequencing, confirming the validity of the technique and suggesting that these results may translate to other plants. In summary, miR319, miR395a and miR408 may show similar interactions to those reported in other plants and thus have the potential to regulate *M. truncatula* salt/alkali stress tolerance.

A character of plant miRNA guided cleavage is that the cleavage of target genes occurs near the middle of the complementary region with specific miRNA. The accurate cleavage could be identified with 5’ RNA ligase-mediated rapid amplification of cDNA ends (5’ RLM-RACE) as previous reported [34]. The miR319 targets TCP4 (*MTR_8g463380*) and MYB65 (*MTR_3g011610*) which are target of Mtr-miR159b as well were chosen for cleavage verification by 5’ RLM-RACE. The results indicated MYB65 (*MTR_3g011610*) was split at 9th nucleotide of the binding site and TCP4 (*MTR_3g011610*) was split at 11th nucleotide of the binding site (Figure 9). In *Arabdopsis*, MYB65 was identified to participate in the promotion of root primary growth [35] and TCP4 mainly effect on the leaf development [36].

## 3. Discussion

Diminishing arable lands means that acclimation of crops to harsh environmental conditions is essential for long-term agricultural strategies. Accelerated NGS technology, together with bioinformatic analysis, enables us to evaluate the mechanisms of stress tolerance at a molecular level. A great deal of research has been dedicated to investigating transcriptional changes in plants that are subjected to conditions of stress but there is huge variation between plant species with respect to optimum or challenging environmental conditions [37,38]. We addressed the knowledge gap in the case of miRNA levels of *M. truncatula* under salt and alkali stress during the germination period. We have previously verified the homology of miRNAs of *M. truncatula* and *M. sativa* [39], supporting the approach of studying *M. truncatula* as a tool for *M. sativa* research. 

In the root of *M. truncatula*, it has been shown that among the 385 known conserved miRNAs, the expression of 55 increased and 116 decreased in conditions of salt stress [39]. In alfalfa, Li et al. [40] identified 348 known miRNAs belonging to 80 miRNA families and 281 novel miRNAs. In this study, we identified the transcriptome of miRNAs in R108 in salt/alkali stress conditions during the germination period using sRNA-sequencing technics. Small RNA sequencing identified 664 conserved miRNAs and predicted 212 novel miRNAs. In total, 706 miRNAs were classified into 169 conserved miRNA families. 

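mtr-miR5213-5p and mtr-miR159a, the latter a regulator of MYB genes, held 61.6% of all miRNA counts. By family, miR5213 took 40.3% ± 6.57 and miR159 21.4% ± 4.35 of the counts (SD, n = 9 libraries). miR166, which targets class III HD-ZIP genes, took 10.4% ± 1.19, and miR156 and miR319 took 6.27% ± 0.952 and 6.09% ± 0.830 (SD, n = 9). They were followed by miR396, which targets GRF genes, at 4.06% ± 0.683, by miR2643 at 1.06% ± 0.141 and miR167 at 1.03% ± 0.129 (SD, n = 9). These shares sum the entries of a family, which may hold the same reads. mtr-miR166a, mtr-miR166e-3p and mtr-miR166g-3p, which have the same mature sequence, held 2.86%, 2.65% and 2.86% of the counts. mtr-miR319a-3p, mtr-miR319b-3p and mtr-miR319d-3p held 1.75% each. The order of the families below miR159 may therefore depend on reads counted more than once. All predicted miRNAs together took 4.70% ± 0.678 (SD, n = 9). mtr-miR5213-5p was at 370137 ± 86052 CPM in distilled water, 370381 ± 109066 CPM in salt and 481309 ± 45117 CPM in alkali (SD, n = 3 each) and passed the test in neither treatment. As a share of the miRNA counts, without TMM scaling, it held 43.2% in distilled water, 36.2% in salt and 41.3% in alkali on average. This share was not higher in alkali, and which of the 2 scales follows its level was not tested. Its share of a single library ranged from 29.0% to 51.8%, so the share of every other miRNA depends on it.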

We identified the miR159 family, miR159, miR156, miR396, miR166, miR319, miR167, miR5213 and miR2643 to be the most abundant miRNAs during germination. 

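In salt, mtr-miR156f and mtr-miR156a, which target SPL genes, rose from 1155 ± 392 to 2213 ± 304 CPM and from 429 ± 156 to 792 ± 79.8 CPM (SD, n = 3 each). mtr-miR1510b-3p rose from 1712 ± 380 to 2858 ± 331 CPM and mtr-miR5558-5p from 69.3 ± 14.5 to 110 ± 13.2 CPM (SD, n = 3 each). mtr-miR398b, which targets copper superoxide dismutases, fell 4.35-fold. The log2 fold changes were 0.94 for mtr-miR156f (adjusted p = 0.0216), 0.88 for mtr-miR156a (adjusted p = 0.0291), 0.74 for mtr-miR1510b-3p (adjusted p = 0.0291) and 0.66 for mtr-miR5558-5p (adjusted p = 0.0318) from edgeR. The values of 6 others did not pass the test. These were log2 fold changes of 0.59 for mtr-miR2086-3p (adjusted p = 0.0602) and mtr-miR5561-5p (adjusted p = 0.0609), 0.53 for mtr-miR160e, 0.54 for mtr-miR156c-3p (adjusted p = 0.0705), 1.26 for mtr-miR5241c (adjusted p = 0.0705) and -0.79 for mtr-miR2628 (adjusted p = 0.126) from edgeR. The 4 rises of mtr-miR156f, mtr-miR156a, mtr-miR1510b-3p and mtr-miR5558-5p were lost without DW2, SS1 or SS2, those of mtr-miR156a and mtr-miR1510b-3p also without DW1 and that of mtr-miR5558-5p also without SS3. mtr-miR2086-3p passed without DW3, AS1 or AS3, mtr-miR5561-5p without DW3 or AS3, mtr-miR5241c without AS3, and mtr-miR160e and mtr-miR156c-3p without DW3.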

We found mtr-miR2086-3p, mtr-miR156f, mtr-miR5241c, mtr-miR160e, mtr-miR398b, mtr-miR5558-5p, mtr-miR5561-5p, mtr-miR156a, mtr-miR156c-3p, mtr-miR2628, mtr-miR5211, mtr-miR1510b-3p to be the most significantly enriched miRNAs in response to salt stress and a series alkali stress response miRNA. 

The conserved miR156 and miR319 families are two of the most well studied plant miRNA groups, with various roles in development and stress resistance including salt resistance in alfalfa [25] and creeping bentgrass [14]. Our results confirmed the importance of miR156 and miR319 in *M. truncatula* in salt stress during germination and offered new evidence for a role of miR156 in alkali stress. 

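Most members of miR156 rose in both treatments, though not its most abundant one, while the 3p members of miR319 were higher on average without passing the test. mtr-miR156b-5p (UGACAGAAGAGAGUGAGCAC) rose from 4339 ± 1320 CPM in distilled water to 8112 ± 1977 CPM in salt and 9375 ± 2207 CPM in alkali (SD, n = 3 each). mtr-miR156b-3p rose from 176 ± 60.6 to 329 ± 50.7 and 421 ± 44.5 CPM, and mtr-miR156i-3p from 52.7 ± 4.18 to 92.3 ± 4.69 and 103 ± 10.1 CPM (SD, n = 3 each). mtr-miR319a-3p, of a family that targets TCP genes, was at 13942 ± 3242, 19725 ± 3051 and 19721 ± 4506 CPM (SD, n = 3 each). Its other arm, mtr-miR319a-5p, was at 17.0 ± 3.93, 23.5 ± 0.593 and 15.0 ± 3.65 CPM, and mtr-miR319b-5p at 4.43 ± 1.19, 6.26 ± 1.66 and 3.62 ± 1.41 CPM (SD, n = 3 each). mtr-miR156g-5p went the other way in salt, from 543 ± 116 to 347 ± 45.5 CPM (SD, n = 3 each), a call lost without DW2, DW3 or any salt library. The most abundant member, the 3p arm mtr-miR156g-3p, was also lower on average in salt without being called. It was at 25933 ± 6882 CPM in distilled water, 17681 ± 3551 CPM in salt and 34550 ± 6971 CPM in alkali (SD, n = 3 each).
Of 16 miR156 members, 11 rose and 1 fell in salt (12 and 1 when adjusted over the list alone; adjusted p = 0.108 from fry). The number that rose in salt was 6 without DW1, 3 without DW2 or SS1, 1 without SS2 and 1 with library sizes of clean reads. In alkali 13 of the 16 rose and 0 fell by edgeR, with 0 falling at an unadjusted p under 0.05 or by DESeq2 or limma. The number that rose in alkali was 13 when adjusted over the list alone, 8 without DW1 or AS1 and 7 with library sizes of clean reads. There fry gave adjusted p = 0.0311 and camera 0.311. The 16 members held 14 distinct profiles. mtr-miR156b-5p, mtr-miR156c-5p, mtr-miR156d-5p and mtr-miR156i-5p have the same mature sequence, as do mtr-miR156e, mtr-miR156f and mtr-miR156h-5p. mtr-miR156i-3p had a log2 fold change of 0.81 in salt (standard error 0.166, adjusted p = 0.00647) and 0.96 in alkali (standard error 0.166, adjusted p = 0.000237) from edgeR. For mtr-miR156b-3p the same test gave 0.90 in salt (standard error 0.212, adjusted p = 0.0209) and 1.26 in alkali (standard error 0.213, adjusted p = 0.000205). The log2 fold change of mtr-miR319a-3p was 0.50 in salt (standard error 0.224, adjusted p = 0.18) and 0.50 in alkali (standard error 0.224, adjusted p = 0.0910) from edgeR. Of 9 members of miR159 and miR319, edgeR called 0 in both treatments (0 when adjusted over the list alone). At an unadjusted p under 0.05, 0 passed in salt and 2 in alkali, DESeq2 called 0 and 5 and limma 0 and 1, edgeR without DW3 called 6 and 5 and without AS2 or AS3 0 and 1, and fry gave adjusted p = 0.208 in salt and 0.182 in alkali. Without DW3 both lists passed fry in salt and mtr-miR319a-3p was called in both treatments, and the fry result of miR156 in alkali was lost without DW1, DW2, SS1, SS3 or any alkali library. The call of mtr-miR156b-3p in salt was lost without SS2 and that of mtr-miR156b-5p without DW1, DW2, SS1 or SS2. From its results, the paper concludes that miR156 and miR319 are important in salt stress during germination, and it states that they offer evidence for a role of miR156 in alkali stress.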

The role of miR395 in plant sulphur homeostasis has been reported [41] and our experiments revealed its significantly increased and decreased expressions in alkali and salt stress conditions, respectively. It has been suggested that miR398 and miR408 respond to drought stress in *M. truncatula* [42] and both miRNAs showed different expression patterns after salt and alkali treatments in our experiment. 

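miR395, whose targets are ATP sulfurylases and a sulfate transporter, rose in alkali. mtr-miR395a (AUGAAGUGUUUGGGGGAACUC) went from 3.82 ± 1.66 CPM in distilled water to 46.7 ± 14.9 CPM in alkali and fell to 1.45 ± 0.523 CPM in salt (SD, n = 3 each). mtr-miR395c rose in alkali to 9.39 ± 3.66 CPM (SD, n = 3), with 28 to 66 counts per library against 0 to 4 in distilled water. mtr-miR395g had 14 to 38 counts per alkali library against 0 to 3 in distilled water. mtr-miR395a, mtr-miR395c and 9 other entries have the same mature sequence but 3 different count profiles, so the fall of mtr-miR395a in salt cannot be assigned to a mature miRNA distinct from that of mtr-miR395c.
For mtr-miR395a edgeR gave a log2 fold change of 3.60 in alkali (standard error 0.291, adjusted p = 5.45e-09) and -1.47 in salt (standard error 0.428, adjusted p = 0.0329), where it had 5 to 9 counts per library against 12 to 28. The difference between the treatments was itself tested, and mtr-miR395a was 33.6-fold higher in alkali than in salt (log2 fold change 5.07, standard error 0.340, adjusted p = 2.43e-10 from edgeR). mtr-miR395c had a log2 fold change of 4.65 in alkali (standard error 0.636, adjusted p = 1.57e-05; 4.13 to 6.31 when 1 library was left out, the highest without DW2) and 0.36 in salt (standard error 1.04, adjusted p = 0.896). All 12 members tested rose in alkali, in 4 distinct profiles (12 when adjusted over the list alone). For this list fry gave adjusted p = 0.00855, and camera, which compares it with the other miRNAs, gave 0.311. In salt 1 of the 12 fell, mtr-miR395a (1 when adjusted over the list alone and 0 with library sizes of clean reads; adjusted p = 0.825 from fry), and the median log2 fold change of the members was 0.36 while the mean over profiles was -0.13. All 12 were higher in alkali than in salt (12 when adjusted over the list alone). Here fry gave adjusted p = 0.0100, which was lost without SS1 or SS3, and camera 0.0937. The call of mtr-miR395a in salt was lost without any 1 of the 6 libraries compared, with limma and with DESeq2's size factors, and its log2 fold change lay between -1.74 and -0.99 over all alternatives.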

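The 2 treatments differed when compared directly. mtr-miR398b (UGUGUUCUCAGGUCGCCCCUG) was at 9.74 ± 2.35 CPM in salt and 43.3 ± 7.93 CPM in alkali, and mtr-miR408-3p (AUGCACUGCCUCUUCCCUGGC) at 2.52 ± 0.614 and 9.30 ± 2.37 CPM (SD, n = 3 each). These miRNAs target copper superoxide dismutases and plantacyanins. For alkali against salt, edgeR gave mtr-miR398b a log2 fold change of 2.16 (standard error 0.239, adjusted p = 1.37e-06) and mtr-miR408-3p 1.95 (standard error 0.339, adjusted p = 0.000349). mtr-miR398a-5p and mtr-miR398a-3p had log2 fold changes of -0.53 and -0.72 in the same comparison (adjusted p = 0.277 and 0.198 from edgeR), and mtr-miR398a-5p passed without AS3. Of the 6 members of miR397, miR398 and miR408, 3 were higher in alkali than in salt and 0 were lower by edgeR, with 1 lower at an unadjusted p under 0.05 and 0 lower by DESeq2 or limma (3 and 1 when adjusted over the list alone; adjusted p = 0.0550 from fry, which passed without DW3). The 3 include mtr-miR398b and mtr-miR398c, which have the same mature sequence.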

In *A. thaliana*, miR398 is negatively regulated by salt stress but in *Populus tremula* miR398 is dynamically regulated by salt stress [43]. In *P. tremula*, expression of miR398 was induced within 3–4 h of exposure to salt stress but declined after 48 h and finally increased again during prolonged stress (72 h) [20]. In the case of *A. thaliana*, miR408 has been verified to effect root development in salt stress [44]. 

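mtr-miR408-3p and mtr-miR398b were at 13.3 ± 4.28 and 42.1 ± 7.70 CPM in distilled water (SD, n = 3 each), and in salt they fell 5.44-fold and 4.35-fold. Neither passed the test in alkali. mtr-miR398a-3p fell in alkali, from 11.4 ± 1.95 to 3.76 ± 0.655 CPM, and was at 6.37 ± 1.10 CPM in salt (SD, n = 3 each). mtr-miR398a-5p fell in both. miR397, miR398 and miR408 target laccases, superoxide dismutases and plantacyanins, which bind copper. In salt edgeR gave log2 fold changes of -2.44 for mtr-miR408-3p (standard error 0.329, adjusted p = 2.80e-05), -2.12 for mtr-miR398b (standard error 0.239, adjusted p = 1.88e-06), -0.92 for mtr-miR398a-5p (standard error 0.237, adjusted p = 0.0291) and -0.86 for mtr-miR398a-3p (standard error 0.270, adjusted p = 0.0503). In alkali they were -0.50 for mtr-miR408-3p (standard error 0.275, adjusted p = 0.157), 0.04 for mtr-miR398b (adjusted p = 0.894), -1.45 for mtr-miR398a-5p (standard error 0.245, adjusted p = 0.000205) and -1.58 for mtr-miR398a-3p (standard error 0.289, adjusted p = 0.000467) from the same test. Of 6 members of the 3 families, 4 fell in salt (6 when adjusted over the list alone). For this list in salt fry gave adjusted p = 0.00533, and camera, which compares it with the other miRNAs, gave 0.252. The 4 include mtr-miR398b and mtr-miR398c, which have the same mature sequence. In alkali 2 fell, both arms of mtr-miR398a (3 when adjusted over the list alone). There fry gave adjusted p = 0.0472 and camera 0.375. The fry result in alkali was lost without any 1 of the libraries except DW3, the call of mtr-miR398a-5p in salt was lost without DW1, SS1 or SS2, and mtr-miR398a-3p passed in salt without AS1 or with limma.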

Our data revealed that miR398a and b and miR408 decreased after salt treatment—which contradicts previous studies of drought treatment—but neither miRNA responded to alkali stress. Moreover, miR396 is affected by salt and alkali stress in rice [45] but was only significantly affected by alkali stress in our study. 

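miR396, which targets GRF genes, was abundant and close to its distilled water level in both treatments. mtr-miR396a-5p was at 24301 ± 4842 CPM in distilled water, 21402 ± 2219 CPM in salt and 22657 ± 1114 CPM in alkali (SD, n = 3 each). mtr-miR396b-3p was at 8496 ± 1364, 10627 ± 1056 and 9220 ± 398.4 CPM (SD, n = 3 each). In alkali the log2 fold changes were -0.10 for mtr-miR396a-5p (standard error 0.205, adjusted p = 0.696), 0.12 for mtr-miR396b-3p (standard error 0.191, adjusted p = 0.616) and 0.15 for mtr-miR396b-5p (standard error 0.193, adjusted p = 0.547) from edgeR. In salt mtr-miR396b-3p was at 0.32 (standard error 0.191, adjusted p = 0.340). Of 4 members tested, edgeR called 0 in both treatments (0 when adjusted over the list alone), with 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma. The adjusted p from fry was 0.537 in salt and 0.684 in alkali, and passed in both without DW3.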

However, the expression of miRNA could be time-varying or limited by the detecting platforms. Long et al. [39] observed decreased expression of miR156, miR319 and miR166a after 4–8 h salt treatment, while our data revealed all three miRNAs to be up-regulated after 72 h salt treatment. 

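miR166, which targets class III HD-ZIP genes, and miR319 were higher on average in salt without passing the test. mtr-miR166a was at 22293 ± 5676 CPM in distilled water, 31823 ± 2502 CPM in salt and 33016 ± 2320 CPM in alkali (SD, n = 3 each). mtr-miR319c-3p was at 6533 ± 1727, 9568 ± 1873 and 10086 ± 2736 CPM (SD, n = 3 each). The log2 fold change of mtr-miR166a was 0.51 in salt (standard error 0.214, adjusted p = 0.141) and 0.57 in alkali (standard error 0.214, adjusted p = 0.0601) from edgeR. For mtr-miR319c-3p the same test gave 0.55 in salt (standard error 0.231, adjusted p = 0.145) and 0.63 in alkali (standard error 0.231, adjusted p = 0.0576). Of 8 members of miR166, edgeR called 0 in both treatments, with 1 in salt and 0 in alkali at an unadjusted p under 0.05 and 1 in salt and 0 in alkali when adjusted over the list alone. DESeq2 called 1 in salt and 6 in alkali, limma 0 and 2, and edgeR 7 in each without DW3 and 1 in salt without SS3, AS1 or AS3. The adjusted p from fry was 0.158 in salt and 0.0794 in alkali. Without DW3 mtr-miR166a and mtr-miR319c-3p were called in both treatments and the miR166 list passed fry in both, and mtr-miR319c-3p was called in alkali without AS2 or AS3.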

The conserved miR393 participates in various plant biotic processes including salt and alkali stress in the root [46], which has been verified by high-throughput sequencing in *Medicago* [25,39] but was not detected in our experiment. These differences may due to the low expression of miR393 during the germination period of *Medicago* and the inaccuracy of sequencing processes. 

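miR393, which targets the auxin receptors TIR1 and AFB, was present at a low level. Its 3 entries together had 25 to 56 counts per library. mtr-miR393a was at 3.58 ± 0.444 CPM in distilled water (15 to 19 counts per library), 4.45 ± 2.78 CPM in salt (11 to 26 counts) and 3.40 ± 0.263 CPM in alkali (14 to 20 counts; SD, n = 3 each). Its log2 fold change was 0.24 in salt (standard error 0.404, adjusted p = 0.789) and -0.07 in alkali (standard error 0.413, adjusted p = 0.898) from edgeR. The threshold of 1.5-fold leaves out differences of this size at any depth, and detection at this low level was not tested separately.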

Considering the existing problems of the sequencing, Michael J. Axtell et al. [47] called into question the criteria for miRNA annotation. The huge number of 23 or 24 nt hc-siRNAs (Heterochromatic siRNAs) [48] and rarely verified 23 or 24 nt miRNAs in plant imply the probably confusion on the authentic miRNAs. However, the criteria for annotation of plant microRNAs in miRBase [49] appears to lag behind with respect to the expanding understanding of miRNAs. Therefore, amore strict criteria for the annotation of miRNAs are required to exclude disturbance from other endogenous siRNA.

When it comes to drawing firm conclusions about the function of specific miRNAs in *Medicago*, only miR156 and the corresponding targets in the SPL gene family have been functionally verified to be related to salt/drought responses in *Medicago* [39,40]. The overexpression of miR156 in alfalfa results in obviously enhanced shoot branching and delayed blooming time, both of which are also observed in the miR156 transgenic *A. thaliana* and soybean [50,51]. Thus, it is hypothesized that the SPL family, namely miR156, influence developmental processes and miR156 function, regulating and controlling plant aging. When in favorable conditions (such as high sugar), plants integrate internal and external cues to rebalance energy and nutrient resources and reproduce, which results in premature plants [52,53]. Meanwhile, in unfavorable conditions, plants remain at an earlier stage of development, as younger organisms have relatively strong resistance. Under conditions of stress, miR156 is induced to maintain the juvenile state for a relatively long period of time [50], whereas it is suppressed in favorable conditions in order to accelerate developmental transitions [52]. In our experiment, miR156 was up-regulated in both salt and alkali stress during the germination period but miR172—which has the opposing function in bloom regulation [50]—showed extremely low expression. 

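miR172, which targets AP2-like genes and acts opposite to miR156 in phase change, had 17 to 67 counts per library over the whole family. mtr-miR172b was at 4.45 ± 2.00 CPM in distilled water, 3.61 ± 0.512 CPM in salt and 1.89 ± 0.542 CPM in alkali (SD, n = 3 each). In alkali mtr-miR172b had 5 to 12 counts per library against 15 to 33 in distilled water, a log2 fold change of -1.20 (standard error 0.421, adjusted p = 0.0480 from edgeR). In salt it was -0.33 (standard error 0.385, adjusted p = 0.625). The 2 members tested had the same counts in every library, and both fell in alkali (2 when adjusted over the list alone), while in salt edgeR called 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma. A single profile is too few for a list test. The fall in alkali was lost without any 1 of the 9 libraries and with library sizes of clean reads, and DESeq2 and limma did not call it.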

The application of genomics and molecular tools for precision breeding is currently favored to accelerate the development of tolerant cultivars and help sustain food production and the use of miRNAs is included in these techniques [54,55,56]. However, as sophisticated organisms, plants have precise regulatory networks to manage stress. Conserved miRNAs usually target gene families within the same structural domain, therefore the effect of altering miRNAs may be larger than that of altering a single functional gene, which could bring double-edged results for breeding. The overexpression of *Glycine max* miR172 in *A. thaliana*, for example, increased the drought tolerance but transgenic plants became more sensitive to ABA [13]. In *A. thaliana*, miR393 helps to regulate auxin-related development of leaves through down-regulation of the TRANSPORT INHIBITOR RESPONSE1/AUXIN SIGNALLING F-BOX1 auxin receptor (TAAR) gene clade [57]. However, Osa-miR393 transgenic *A. thaliana* and *O. sativa* both exhibit increased sensitivity to salt and alkali stress [58]. Subsequent research revealed that overexpression of miR393-resistant Transport Inhibitor Response Protein 1 (TIR1) of *A. thaliana* enhances salt stress tolerance [59]. Thus, we can conclude that the direct use of miRNAs in breeding might be problematic as manipulation of such miRNAs may improve one trait while also impairing other desired traits [56]. Undoubtedly, plant miRNAs are at the hub of gene networks that regulate plant responses to abiotic stress and understanding the molecular mechanisms of miRNA action could reveal an efficient tool for plant breeding.

Since plant salt tolerance is determined by the regulation of multiple genes, the molecular mechanism remains unclear. In addition, the lack of genetic databases for polyploidy crops (such as alfalfa) has made the development of genetically-modified salt tolerant plants challenging. Research into miRNAs together with the downstream genes in *Medicago* could provide helpful information to increase our understanding of salt/alkali tolerance. At this stage, the functions of most miRNAs in *Medicago* are unknown and our research confirmed the existence of abundant conserved yet unknown miRNAs. Our investigation provides a foundation for future uses of miRNAs in breeding for salt/alkali stress tolerance in crops, particularly alfalfa.

## 4. Materials and Methods

### 4.1. Plant Growth and Treatment

Seeds of *Medicago truncatula* genotype R108 were immersed in sulphuric acid for 2 min to remove the hard shell and sterilized with 75% ethanol for 10min, then rinsed with sterile water and cultivated with a single sheet of Whatman filter paper in three Petri dishes for germination. Ten milliliter water was applied to one dish as control and the other two dishes were applied with treatment solutions of NaCl + Na_2_SO_4_ (20 mM) or Na_2_CO_3_ + NaHCO_3_ (5 mM). The dishes were incubated in a growth chamber maintained at 25 °C day and 20 °C night temperatures, 16 h/8 h light/dark photoperiod and 60% relative humidity. After 72 h cultivation the entire seedlings in three different treatments were harvested.

### 4.2. Total RNA Isolation and Sequencing

The total RNA of each sample, three biological replicates were prepared, was isolated using Trizol Reagent (Invitrogen, Carlsbad, CA, USA). A total amount of 1.5 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEB Next Ultra small RNA Sample Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following manufacturer’s recommendations. The 9 sRNA libraries were sequenced on an Illumina Hiseq 2500 platform (Illumina Inc., San Diego, CA, USA, USA).

### 4.3. Identification of Known and Novel MicroRNAs

Raw reads were processed by wiping out low quality reads, removing reads containing ‘N’ reads more than 10% of total bases, trimming the adaptors and removing other noise reads. Then the remaining reads with 18–30 nt were selected as clean reads. Thereafter, clean reads were aligned to Silva, GtRNAdb, Rfam databases with Bowtie [60] to remove rRNA, tRNA, snRNA, snoRNA and other non-coding RNA. The rest of the sRNA were aligned to *Medicago truncatula* genome (Version Mt4.0) with miRDeep-p [31] which could identify and annotate conserved miRNA genes to obtain mapped reads [32]. The remaining reads were used to detect known miRNA and novel miRNA predicted by comparing with known miRNAs from miRBase (http://www.mirbase.org/, version 22). RNAfold and randfold [61] were used in novel miRNA secondary structure prediction.

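The deposited TPM values of each miRNA equal its count divided by the library's total miRNA count, times 1000000, with a largest relative difference of 3.08e-09. The TPM of mtr-miR5213-5p, for example, is therefore set by its share of miRNA counts. Dividing by the clean reads of Table 1 instead gives values that are 5.02 (AS1) to 10.6 (DW1) times lower. Because this ratio differs between libraries, fold changes on the 2 scales differ. The values given here start from the counts and use TMM scaling.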

All miRNA abundances were evaluated and normalized using the tags per million reads (TPM) method calculated as follows: TPM = number of mapped miRNA reads × 10^6^/number of clean sample reads, based on basic local alignment search tool (BLAST) mapping results. The normalized expression was adjusted to 0.01 when miRNA expression (TPM) was zero for further calculation. The miRNA expression fold changes between treatment and control groups were computed with using the DESeq R package (1.10.1) provide statistical routines for determining differential expression in digital miRNA expression data using a model based on the negative binomial distribution. The resulting *p* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. miRNAs with an adjusted *p* < 0.05 found by DESeq were assigned as differentially expressed. 

### 4.4. miRNA Target Gene Prediction and Function Analysis

The putative target genes were predicted with the Targetfinder tool [33]. Then, a BLAST program was applied to match the predict gene sequences in multiple databases including NR [62], Swiss-Prot, GO, COG, KEGG, KOG, Pfam for the exact annotation. Gene ontology (GO) enrichment analysis (http://www.geneontology.org/) Kyoto Encyclopedia of Genes and Genomes (http://www.kegg.jp/kegg/, KEGG)-based pathway analysis were applied. The miRNA pathway enrichment analysis relies on the over-presentation of differently expressed miRNAs target genes. The Enrichment Factor were adopted to analyze the degrees of the enrichment. 

### 4.5. miRNA Validation by RT-qPCR

To evaluate the reliability of the sequencing results, RT-qPCR was used to quantify expression in an independent experiment time. Total sRNA was extracted with miRcute miRNA extraction reagent Kit (Tiangen, Beijing, China) 1 reverse transcribed to complementary DNA (cDNA) using the miRcute miRNA First-Strand cDNA Synthesis Kit (Tiangen, Beijing, China). According to the manufacturers’ instructions, the miRNAs were polyadenylated and reverse transcribed in one step using miRNA RT Enzyme Mix (*E. coli* Poly(A) Polymerase, RTase and RNasin). Primer sets for the specific miRNAs and U6 are based on the sequences of each miRNA in the miRBase (http://www.mirbase.org/) and the specific primer sequences are listed in Table S4. Subsequently, the obtained cDNA was quantified with RT-qPCR on an Applied Biosystems 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The reaction system was constructed accordingly using the miRcute miRNA RT-qPCR Kit (Tiangen, Beijing, China) containing SYBR^®^ Green detection reagents. The PCR conditions were set as follows: 95 °C for 15 min; 40 cycles of 94 °C for 20 s, 60 °C for 34 s and followed by a disassociation stage. The transcript abundance of each miRNA was normalized to U6 snRNA and the relative expression of miRNAs was calculated based on the 2^−∆∆*C*t^ Method. Three biological replicates for each group were run and each reaction was performed with three technical replicates. 

### 4.6. Detection of miRNA Cleavage Targets

The cleavage sites of miRNA targets in *M. truncatula* were performed with 5’ RNA ligase-mediated rapid amplification of cDNA ends (5’ RLM-RACE) [34] with SMARTer^®^ RACE 5’/3’ Kit (Takara, Kyoto, Japan). RNA from *M. truncatula* were extracted with RNAiso Plus (Takara), then RNA oligo adaptor was ligated to total RNA. The purified total RNA was reverse transcripted and then PCR was performed with 5’ Primer and gene specific primers. PCR products with expected size were purified with gel DNA extraction kit (Takara) and cloned to vector for sequencing. The gene specific primers of target mRNA were listed in Table S4.

## Figures and Tables

**Figure 1:**
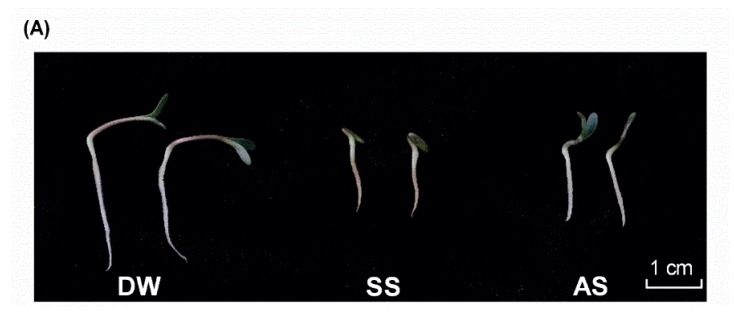

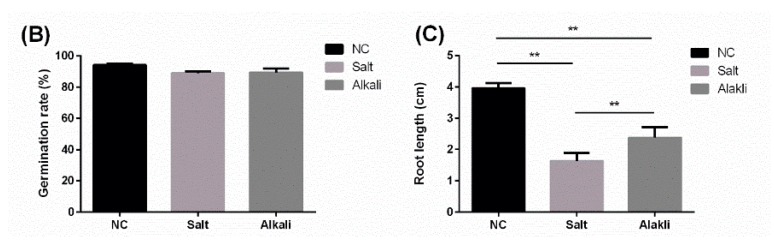
The germination characteristic of R108 in salt and alkali stress after 72 h. (**A**) The developmental profiles of germinated R108 in distilled water, salt treatment, alkali treatment, respectively; (**B**,**C**) The measurement of germination rate and seedling length in three treatments. **: *p* < 0.01. NC: non-specific control.

**Figure 2:**
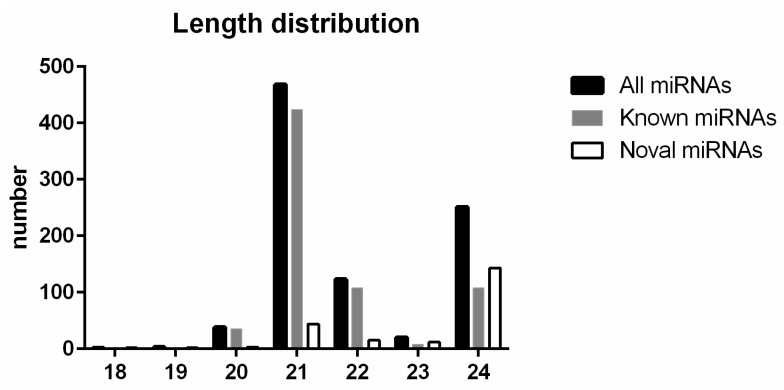
Length distribution of known, novel and total miRNAs in all 9 libraries. *X*-axis represents the base numbers of miRNAs; *Y*-axis represents the accumulation numbers with the same length.

**Figure 3:**
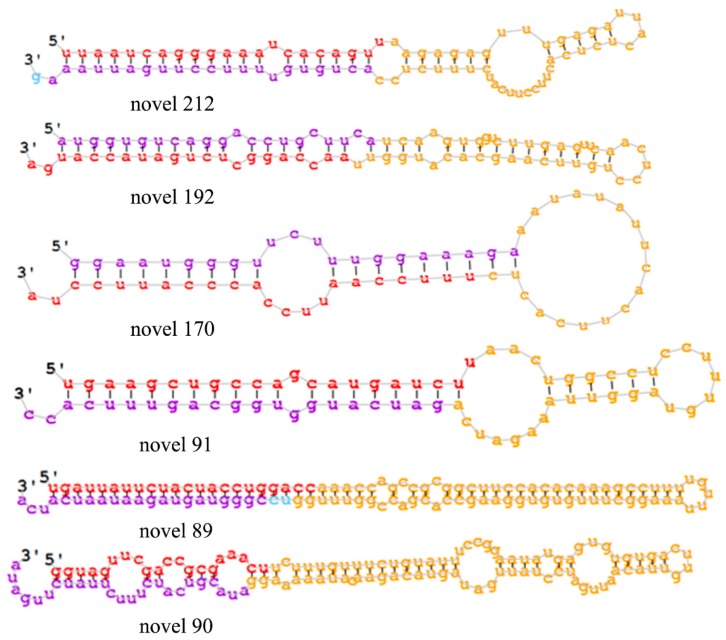
The stem-loop structure of six novel miRNA precursors with most abundant expression. Mature miRNA sequences are signed in red and miRNA* are marked in purple.

**Figure 4:**
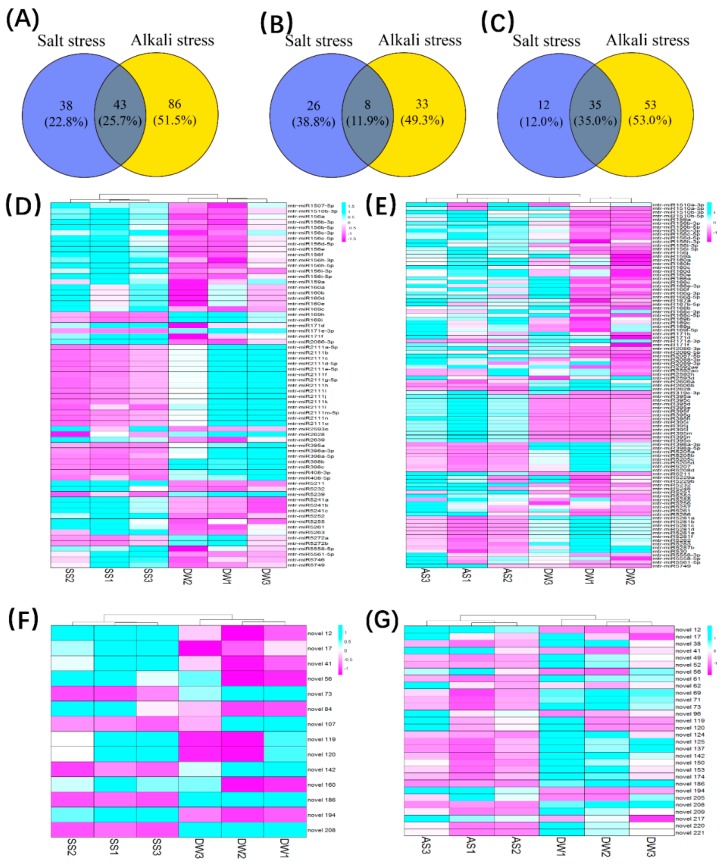
Differentially expressed miRNAs in salt and alkali stress during the germination of R108. Fold change values greater than 1.5 or less than 0.67 indicate upregulated or downregulated miRNAs. (**A**–**C**) The Venn diagram of the common and specific miRNAs differentially expressed miRNAs in salt stress and alkali stress. **A**, total differently expressed miRNAs; **B**, down-regulated miRNAs only; **C**, up-regulated miRNAs; (**D**,**E**) The expression patterns and hierarchal clustering of differentially expressed known miRNAs in salt and alkali stress, respectively; (**F**,**G**) The expression patterns and hierarchal clustering of differentially expressed putative miRNAs in salt and alkali stress.

**Figure 5:**
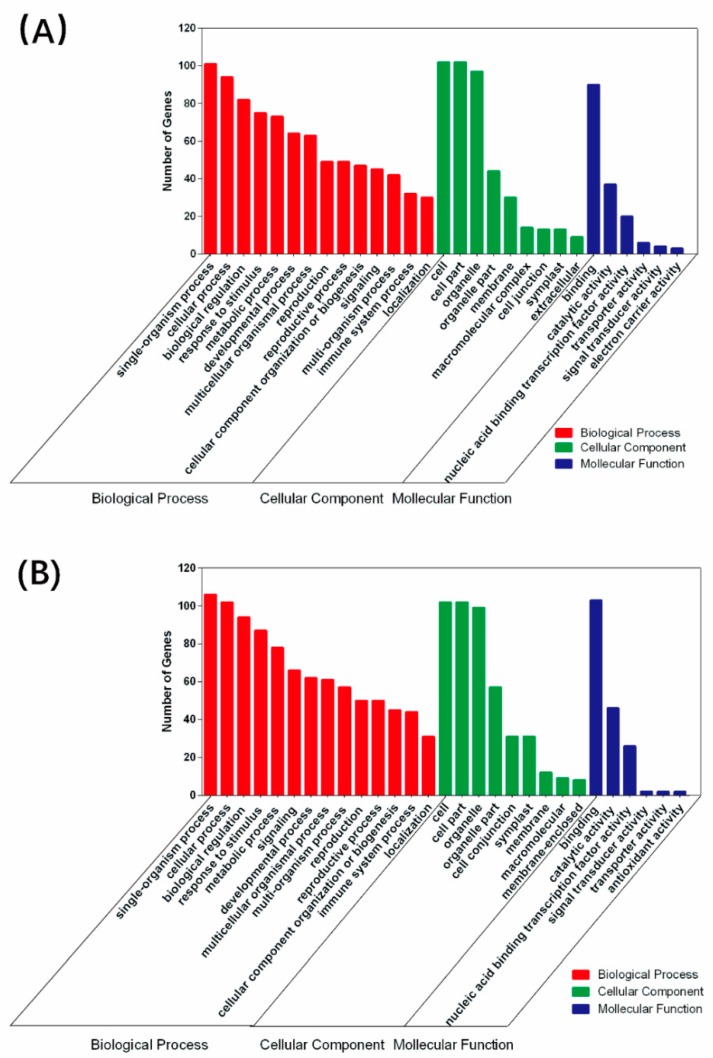
Gene ontology classification of potential target genes for differentially expressed miRNAs in salt (**A**) and alkali (**B**) stress. Red, green and blue represent three GO ontologies: biological progress, cellular component and molecular function, respectively.

**Figure 6:**
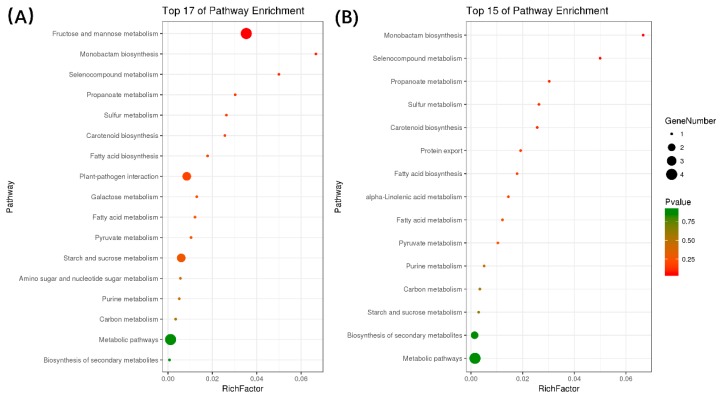
The bubble graph of salt/alkali response miRNA targets analysis in the KEGG (kyoto encyclopedia of genes and genomes). (**A**) Top 17 pathways enriched by miRNA responsive targets in salt stress; (**B**) Top 15 pathways enriched by miRNA responsive targets in alkali stress.

**Figure 7:**
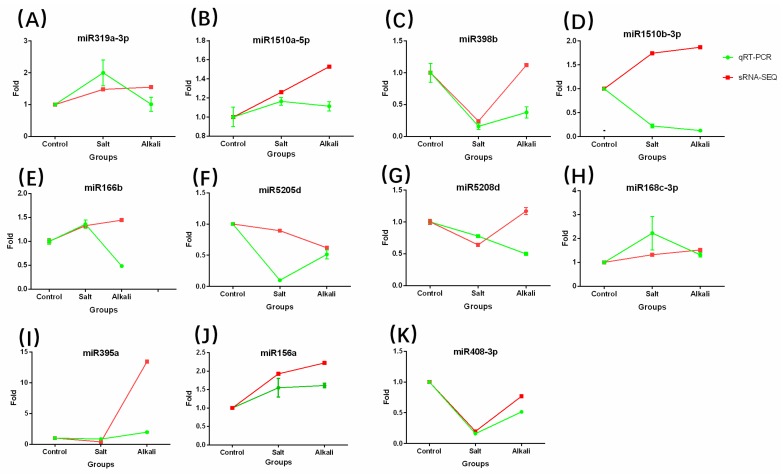
Validation of 11 miRNAs expressions in *M. truncatula* using RT-qPCR. (**A**–**K**) Expressional abundance of each miRNA gene in the control sample was set as 1 and fold changes of each miRNA gene relative to the control sample were calculated. The red plots are small RNA sequencing results and green represents the RT-qPCR results.

**Figure 8:**
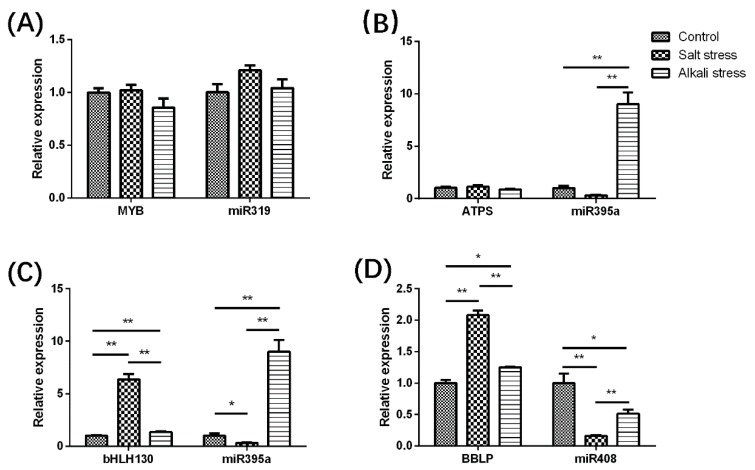
The expressions of 4 miRNA putative targets in R108 after treated with salt and alkali stress. The target genes expression identified with RT-qPCR in the left versus the sRNA-SEQ results of corresponding miRNAs in the right, (**A**) miR319-MYB; (**B**,**C**) miR395-ATPS and –Bhlh130; (**D**) miR408-BBLP. *: *p* < 0.05, **: *p* < 0.01.

**Figure 9:**
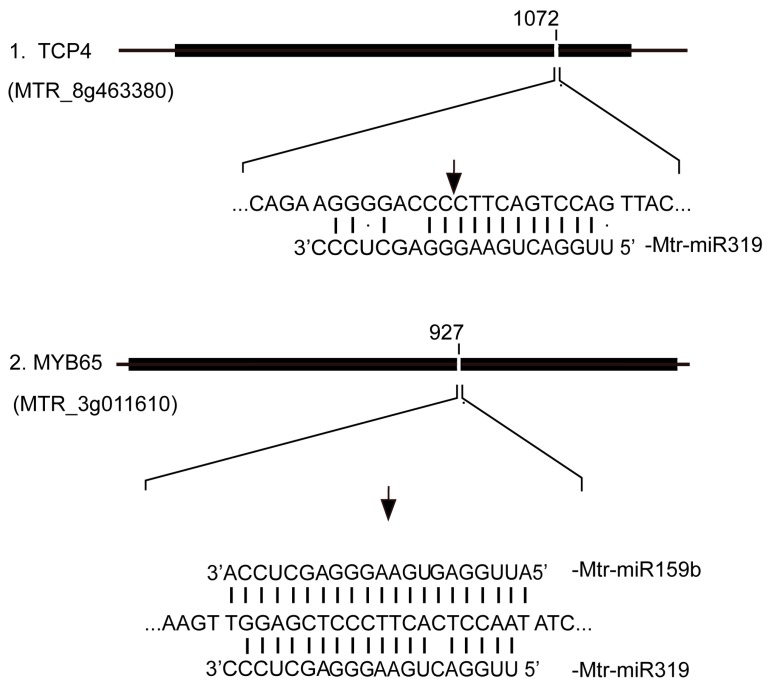
Diagrammatic representation of the cleavage sites of two miRNA targets. The CDS (coding sequence) of target gene is represented by black boxes and the cracks are the complementary site of miRNA. Black arrows indicate the exact cleavage site of mRNA.

**Table 1:** Overview of small RNA sequences in nine R108 libraries.

Library	Repetition	Total Reads	Clean Reads	Reads Mapped to the Genome	Known-miRNAs	Novel-miRNAs
DW	DW1	43,687,837	39,659,762	13,087,074	575	202
	DW2	33,719,419	31,757,315	11,898,180	587	205
	DW3	31,320,157	29,377,694	11,744,041	589	206
SS	SS1	32,316,320	29,294,137	10,926,133	568	201
	SS2	28,977,350	24,356,163	9,579,601	568	205
	SS3	56,322,861	51,774,436	19,162,589	594	204
AS	AS1	39,385,384	31,654,898	13,191,666	586	204
	AS2	44,183,950	39,649,487	14,993,557	586	201
	AS3	36,268,593	32,538,226	10,722,784	581	205

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/12/4076/s1.

How the deposited data were processed for this re-analysis (not part of the article)

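Small RNA was sequenced from entire R108 seedlings after 72 h in distilled water, salt (20 mM) or alkali (5 mM), with 3 libraries per condition. The authors trimmed the reads, kept those of miRNA length, removed other non-coding RNA with Bowtie, aligned the rest to the genome and counted reads for each known or predicted miRNA. Reads, alignments and the way in which reads of identical mature sequences were assigned were not analysed here. The deposited counts are whole numbers for 905 entries, 684 known and 221 predicted. The deposited TPM values are the same counts divided by the library's total miRNA count, so the analysis started from the counts. Column names were matched to libraries through the deposited sample labels, with 0 unmatched columns. The results and the methods of the paper name different Illumina instruments, and no batch or date is given for the libraries. The methods describe 1 dish per condition and 3 biological replicates, and do not state whether the replicates came from separate dishes.

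Counts were analysed in R 4.3.3 with edgeR 4.0.16. miRNAs were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and all 9 libraries were fitted by condition with robust dispersions. The quasi-likelihood test was used for salt against distilled water, alkali against distilled water and alkali against salt, with Benjamini-Hochberg adjustment over the 647 miRNAs tested. A call needs an adjusted p under 0.05, as in the methods of the paper, and a fold change over 1.5, as in its results. The standard error of a log2 fold change was taken from the size of the change and the square root of its F statistic. CPM values are counts per 1000000 on the TMM scale, and each SD is over the libraries of a condition. Principal components were taken from log2 CPM with a prior count of 2.

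Lists of miRNAs were fixed before the data were examined. They were miR156, miR172, miR159 with miR319, auxin signalling (miR160, miR164, miR167, miR390 and miR393), miR166, miR396, miR171, miR169, miRNA machinery (miR162 and miR168), copper (miR397, miR398 and miR408), sulfate (miR395), phosphate (miR399 and miR827), miR2111, NBS-LRR (miR1507, miR1510, miR2109, miR2118 and miR482), families of Table S1 with at least 5 known members tested, and known and predicted miRNAs of 21 to 22 nt and of 24 nt. No list of cell type markers was fixed, because a miRNA table of whole seedlings holds no accepted marker of a single cell type. The paper chose some of these families on the same libraries, so their counts are not independent evidence of its directions. Each list was tested with fry from limma 3.58.1, with 1 member per identical count profile and p adjusted over the lists of a comparison, and with camera at an estimated correlation between members. fry does not compare a list with other miRNAs, while camera does, so their p-values answer different questions. The rule for the miRNAs named was also fixed then, when the values of Tables S2 and S3 had been seen. It took the miRNAs and families that the text or Figures 7 and 8 of the paper name, the 10 with the largest change among those called in each comparison whose groups do not overlap (identical counts once), up to 3 members of each list with the smallest adjusted p and its most abundant member, and the 10 known and 6 predicted miRNAs with the most reads. A few others were named after their values were seen, among them mtr-miR5205a, mtr-miR5205b, mtr-miR5281b, mtr-miR5283 and mtr-miR5277. The numbered names that the paper gives to predicted miRNAs do not pair with the names of the count table, so no values are given for those numbers.

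The alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors in edgeR, library sizes of clean or mapped reads from Table 1, no filter, a filter of at least 100 counts in 3 libraries, a fit of only the 2 groups compared, unadjusted p, no fold threshold, identical entries counted once, a replicate block, and leaving out each library in turn. For values with no test they were higher minimum reads or copies, scaling to the median library, shares of reads or of distinct sequences, and the deposited TPM values. After the data were examined, 2 more were added: leaving out DW1 and AS1, and a covariate of the library's miRNA counts per clean read. Where a condition was left with few libraries, the spread was pooled over the conditions. The procedure was tested on simulated data of the same depth, and calls made with unchanged counts were 1.57% in one comparison and 0 of 647 in the other. The authors' DESeq 1.10.1 was not used here. RT-qPCR, target prediction, cleavage assays and growth measurements were not analysed here.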

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

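The tests of library scaling and of dilution, both tests of mtr-miR5211 and the test of shared reads were chosen after the result was seen, as were the covariate and the results without DW1 and AS1.

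mtr-miR156g-5p had a log2 fold change of -0.65 in salt and stood out because it fell while most of its family rose and because Table S2 does not list it. The call was made at an adjusted p of 0.0318 from edgeR and was lost without DW2, DW3, SS1, SS2 or SS3. mtr-miR156e and mtr-miR156f, which carry the same mature sequence, rose in alkali with a log2 fold change of 0.66 each and are not in Table S3. Both calls in alkali were lost without DW1, DW2, SS1, SS2, SS3, AS1 or AS2. mtr-miR172b had a log2 fold change of -1.20 in alkali and is not in Table S3, and its call was lost without any 1 of the 9 libraries. The comparison of alkali with salt is not reported in the paper, and 26 miRNAs were called in it.

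Each comparison has 10 splits of 3 against 3 libraries, too few for a share under 0.05. In salt against distilled water the real split called 53 miRNAs and the highest other split 0. In alkali against distilled water the real split called 111 and the highest other 0, and in alkali against salt 26 and 0. In each comparison 1 of the 10 splits, the real one, called as many.

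24-nt miRNAs were lower in alkali than in distilled water: the median log2 fold change was -0.46 over 191 distinct profiles, against 0.21 over 212 profiles of 21 nt. This was not particular to 24 nt or to alkali. In alkali the median was 0.58 over 15 profiles of 20 nt, 0.14 over 51 of 22 nt and -0.50 over 17 of 23 nt. The 23-nt median lay below the 22-nt median, as size selection of longer inserts would also give. In salt the medians from 20 to 24 nt were 0.50, 0.19, 0.005, -0.26 and -0.22. The tables argue against library scaling (a gap of -0.63 between 24 nt and 21 to 22 nt, 95% bootstrap interval -0.72 to -0.55). The bootstrap intervals here resample miRNA profiles, so they do not measure the spread between libraries. The gap alone does not tell a fall of 24-nt miRNAs from a rise of shorter ones. The tables also argue against 1 library (the gap was -0.85 to -0.46 without any 1 of the 6). Counts of 24-nt miRNAs per 1000000 clean reads in alkali were 0.727 times the distilled water level, which argues against dilution by other miRNA reads. They were 2658 ± 32.3 in distilled water, 2371 ± 108 in salt and 1933 ± 66.3 in alkali (SD, n = 3 each). An exact permutation test of the sum of squares between the 3 conditions gave p = 0.00357, the smallest that 1680 arrangements can give. It tests the 3 conditions together. For alkali against distilled water alone, a permutation test of 3 against 3 libraries could give no p under 0.1. The test also takes the libraries of a condition as separate replicates, which the methods do not settle. The small RNA make-up of the libraries stays open, because with the miRNA counts per clean read as a covariate the gap was -0.29 (-0.39 to -0.20), which meets neither bound set for it. Size selection of longer inserts cannot be told apart, because the 22-nt minus 21-nt median was -0.08 (-0.0764, interval -0.337 to 0.0392): the interval reaches above 0, the bound set against this cause, but that bound was wrong, since the interval also holds the -0.1 that the cause needs. A lower level of 24-nt small RNA in alkali-treated seedlings remains an untested hypothesis, which may include heterochromatic siRNAs. By the paper's measurements these seedlings were also shorter than those in distilled water, and whether 24-nt levels follow seedling growth was not tested.

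mtr-miR5211 was 49.1-fold higher in salt and 40.0-fold higher in alkali than in distilled water, with 6 to 10 counts per distilled water library. The tables argue against 1 library as the cause, since the log2 fold change in either treatment was at least 5.19 without any 1 of the 9. Seed or RNA of another genotype in 1 condition stays open: 0 other miRNAs changed over 16-fold in the same direction in both treatments, and this excludes nothing, because most mature sequences could be the same in both genotypes. A response that both stresses share remains an untested hypothesis. The paper reports shorter seedlings in both treatments than in distilled water, and whether this miRNA follows seedling growth was not tested.

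Members of a family were often called together. Reads shared between entries may account for part of this, since the 138 miRNAs called in salt or alkali form 108 groups of near-identical counts (78.3%), within 5% in every library. Of these, 96 known miRNAs form 66 groups. This lies between the bounds set for and against the cause, so shared reads and a joint change of the family cannot be told apart for these members.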

How the results depend on the processing

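Leaving out DW1 and AS1, and the covariate of miRNA counts per clean read, were chosen after the results were seen. Of 214 results for named miRNAs, 68 were called, and 29 of these were called under every alternative in which the miRNA was tested, among them mtr-miR5211, mtr-miR5232 in alkali, mtr-miR408-3p and mtr-miR398b in salt and mtr-miR395a in alkali. Over 4872 alternative values, 4480 kept their side of the threshold, 233 lost a call, 0 reversed a call and the rest gained one. Of those that kept their side, 140 that were not called changed sign. Where no reason is given, the cause was not tested.

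The 53 calls in salt became 7 with library sizes of clean reads, 32 with at least 100 counts in 3 libraries (fewer miRNAs tested), 80 with only the 2 groups compared, 93 at unadjusted p and 31 with a replicate block. Leaving out 1 library gave 8 to 101. The 111 calls in alkali became 42 without DW1 and AS1 (fewer libraries) and 57 with the covariate, and 49 to 202 when 1 library was left out. The 26 calls in alkali against salt became 10 with at least 100 counts in 3 libraries (fewer miRNAs tested), 60 at unadjusted p and 16 with identical entries once (fewer entries), and 18 to 63 when 1 library was left out.

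The 23 miRNAs higher in both became 4 with library sizes of clean reads, 15 with at least 100 counts in 3 libraries, 7 with a replicate block, 13 without DW1 and AS1 and 13 with the covariate. The 2 lower in both became 0 with library sizes of clean reads, 5 with mapped reads, 7 with no filter, 4 with at least 100 counts in 3 libraries, 10 with only the 2 groups compared, 19 at unadjusted p, 1 with a replicate block and 10 with the covariate. Leaving out 1 library gave 3 to 61 higher and 0 to 21 lower.

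Of the lists, 2 passed fry in salt, 7 in alkali and 1 in alkali against salt. With all entries 2 passed in alkali and 0 in alkali against salt. With library sizes of clean reads 1, 3 and 2 passed in the 3 comparisons. With a replicate block 0 passed in alkali and 2 in alkali against salt. With camera at an estimated correlation 0 passed in each. Without DW1 and AS1 1 passed in salt and 0 in alkali, and with the covariate 1 passed in salt and 3 in alkali against salt. Leaving out 1 library gave 1 to 12, 1 to 14 and 0 to 2. The number of predicted miRNAs with many copies in each library was 58 at more than 200 copies. By share of reads, 49.5% of the reads of known miRNAs were of 21 nt and 23.2% of the reads of predicted miRNAs were of 24 nt.

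Depth limits miRNAs such as mtr-miR395c, mtr-miR172b and mtr-miR393a, whose libraries hold few counts. DESeq2 shifted the median log2 fold change of all miRNAs in alkali from -0.17 to -0.06, so its counts of higher and lower miRNAs there, 84 and 38, stand relative to another center. Every alternative set before the data were examined was run.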

Differences from the paper's values

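The counts below use an adjusted p under 0.05 and a fold change over 1.5, while the results of the paper state an unadjusted p and its methods an adjusted p. The paper's number of miRNAs changed in salt is 81, and 53 were called here. Of the alternatives set before the data were examined, no filter (76), only the 2 groups compared (80), unadjusted p (93) and leaving out DW3 (101), AS1 (78) or AS3 (79) came within 1.5 times of the paper's number. DESeq2 (44), limma-voom (52), DESeq2's size factors (52), library sizes of clean reads (7) or mapped reads (51), at least 100 counts in 3 libraries (32), no fold threshold (53), identical entries once (43), a replicate block (31) and leaving out DW1 (20), DW2 (12), SS1 (13), SS2 (8), SS3 (27) or AS2 (46) did not.

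The paper's number of miRNAs higher in both treatments is 35, and 23 were found here. DESeq2 (31), limma-voom (25), DESeq2's size factors (28), no filter (30), only the 2 groups compared (25), unadjusted p (29) and leaving out AS3 (31) came within 1.5 times. Library sizes of clean reads (4) or mapped reads (17), at least 100 counts in 3 libraries (15), no fold threshold (23), identical entries once (21), a replicate block (7) and leaving out DW1 (9), DW2 (6), DW3 (61), SS1 (7), SS2 (3), SS3 (16), AS1 (15) or AS2 (18) did not.

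The paper's tables hold 8 miRNAs lower in both, and 2 were found here. Of the alternatives set before the data were examined, no filter (7), only the 2 groups compared (10) and leaving out AS1 (7) or AS3 (9) came within 1.5 times and the others did not; the covariate of miRNA counts per clean read, added later, gave 10. The paper's number of miRNAs higher in at least 1 treatment is 101, and 59 were found here. DESeq2 (86), DESeq2's size factors (83), no filter (79), only the 2 groups compared (70), unadjusted p (77) and leaving out DW3 (115) or AS3 (80) came within 1.5 times. The other alternatives set beforehand did not, among them limma-voom (64), library sizes of clean reads (35) and mapped reads (52). For alkali the paper's number is 129, against 111 here, and DESeq2's size factors gave 129. For mtr-miR5208d in alkali the paper's sequencing fold is about 1.2 in Fig. 7, read by eye, and the fold here is 0.458. Neither the ratio of TPM values (0.335) nor DESeq2 (0.492) came within 1.5 times of it.

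The paper states that miR393 was not detected, and its entries had 25 to 56 counts per library here. The paper lists mtr-miR398b and mtr-miR2628 among the miRNAs most enriched in salt. Elsewhere it states that miR398b decreased in salt and that mtr-miR2628 was lower in both treatments. Here both were lower in salt, mtr-miR398b with a log2 fold change of -2.12 and mtr-miR2628 with -0.79 without passing the test. Of the 12 miRNAs in the list of enriched ones, 10 had a positive log2 fold change. The discussion of the paper states that miR398a did not respond to alkali, while its results list both arms as lower in both treatments, and here mtr-miR398a-3p and mtr-miR398a-5p had log2 fold changes of -1.58 and -1.45 in alkali, while mtr-miR398b at 0.04 and mtr-miR408-3p at -0.50 did not pass the test, as the paper states for them. The paper states that mtr-miR398a fell in salt, and here mtr-miR398a-3p, at -0.86, missed the threshold, which it passed with limma-voom, with only the 2 groups compared, at unadjusted p, with identical entries once and without AS1. The paper states that miR396 changed in alkali, and 0 of 4 members were called by edgeR, at unadjusted p or by DESeq2 or limma. The paper states that miR319 and mtr-miR166a were higher in salt, and here mtr-miR319a-3p (0.50) and mtr-miR166a (0.51) were higher without passing the test, except without DW3. The paper counts mtr-miR159a and the miR160 family among the miRNAs higher in both. Here mtr-miR159a passed in alkali with DESeq2, limma-voom, at unadjusted p and without DW3, and in salt without DW3. mtr-miR160e was called in alkali, and in salt without DW3. The paper lists mtr-miR2628 as lower in both, and here its fall in salt passed at unadjusted p. The paper's own tables hold 33 miRNAs higher in both and 102 higher in at least 1, which differ from the numbers in its text. The paper gives the number of clean reads as the divisor of TPM, and the deposited values follow the library's total miRNA count.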

Other observations

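Compared directly, 22 miRNAs were higher and 4 lower in alkali than in salt, in 17 distinct profiles, and the groups did not overlap for all 26 of them (25.0% of all miRNAs tested, where chance gives 10%). mtr-miR5232 was higher in alkali by a log2 fold change of 1.17 (standard error 0.206, adjusted p = 0.000402 from edgeR) and the predicted 21-nt unconservative_8_14529 by 1.14, at 734 ± 136 against 333 ± 19.5 CPM (SD, n = 3 each; standard error 0.227, adjusted p = 0.00180 from edgeR). mtr-miR156g-5p and mtr-miR156g-3p were the 2 of 16 miR156 members higher in alkali than in salt, by 0.82 (adjusted p = 0.00628) and 0.97 (adjusted p = 0.0165) from edgeR, calls that were both lost without SS3 and with library sizes of clean reads, and that of mtr-miR156g-3p also without AS1 or AS2 (fry over the family: adjusted p = 0.680). The 4 lower miRNAs were mtr-miR5205a (-0.67), mtr-miR5205b (-0.61), mtr-miR5283 (-0.88) and mtr-miR5277 (-0.76), named after their values were seen. Each of these 4 calls was lost without SS3, AS1 or AS2, those of mtr-miR5277 and mtr-miR5205b also without SS2, those of mtr-miR5205a and mtr-miR5205b also without SS1, and that of mtr-miR5205b also without DW2. Against distilled water, mtr-miR5205a fell in alkali from 191 ± 27.6 to 100 ± 4.97 CPM and mtr-miR5281b from 444 ± 76.5 to 269 ± 34.9 CPM (SD, n = 3 each; adjusted p = 0.000527 and 0.00863 from edgeR; the call of mtr-miR5281b was lost without DW1 or AS1). The number of calls was 18 without SS3 and 63 without AS3.

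miR2111, a shoot-to-root signal of legumes that targets TML genes, fell in salt. All 15 members tested, in 8 distinct profiles, were lower (15 when adjusted over the list alone). For this list fry gave adjusted p = 0.0290, and camera, which compares it with the other miRNAs, gave 0.425. Of the 15, 14 have the same mature sequence, in 7 profiles, and only mtr-miR2111l has another. mtr-miR2111l went from 36.5 ± 5.44 to 20.5 ± 5.33 CPM and mtr-miR2111d-5p from 8.86 ± 1.71 to 4.01 ± 0.647 CPM (SD, n = 3 each). DESeq2 called 3 of the 15 and limma 15. The number called by edgeR was 1 without SS1 and 0 without DW1, DW2, DW3, SS2 or SS3 or with library sizes of clean reads. Calls of mtr-miR2111d-5p were lost without any 1 of the 6 libraries compared, and those of mtr-miR2111l without DW1, DW2, DW3, SS2 or SS3. The fry result was lost without DW1 or any salt or alkali library. In alkali edgeR called 0 of the 15 (1 lower without DW2, AS3 or any salt library), with 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma (adjusted p = 0.182 from fry). In alkali against salt edgeR, DESeq2 and limma called 0, with 14 higher at an unadjusted p under 0.05 and 14 when adjusted over the list alone (adjusted p = 0.127 from fry). No member of the phosphate list, miR399 and miR827, had enough counts for a test.

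By length, 13 of 93 known 24-nt miRNAs fell in alkali (22 when adjusted over the list alone). For this class fry gave adjusted p = 0.0311, and camera, which compares it with the other miRNAs, gave 0.336. Of 132 predicted 24-nt miRNAs, 26 fell and 1 rose (27 and 1 when adjusted over the list alone; adjusted p = 0.0730 from fry). Of 338 known miRNAs of 21 to 22 nt, 42 rose and 6 fell in alkali (35 and 3 when adjusted over the list alone; adjusted p = 0.0794 from fry). Of 45 predicted ones, 4 rose and 3 fell (4 and 3 when adjusted over the list alone). For these fry gave adjusted p = 0.0311 and camera 0.311. In salt the known 21 to 22 nt class had 15 higher and 25 lower (19 and 26 when adjusted over the list alone; adjusted p = 0.347 from fry), and the known 24-nt class 1 higher and 2 lower (0 and 0 when adjusted over the list alone; adjusted p = 0.453 from fry). The predicted classes had 2 higher for 21 to 22 nt and 1 higher for 24 nt (2 and 1 when adjusted over the list alone; adjusted p = 0.158 and 0.300 from fry). The number lower in alkali was 1 without DW1, 30 without DW3, 5 without AS1, 45 without AS3, 26 with library sizes of clean reads and 23 by limma for known 24-nt miRNAs, and 5 without DW1, DW2 or AS1, 47 without DW3 and 13 by DESeq2 for predicted ones. Known 21 to 22 nt miRNAs higher in alkali were 80 without DW3 and 23 without AS1 or with library sizes of clean reads, and those lower 14 without AS3 and 3 without AS1 or by DESeq2. In salt they were 8 higher and 6 lower without DW1, 4 and 5 without DW2 or SS1, 46 and 6 without DW3, 1 and 4 without SS2, 12 and 5 without SS3, 27 and 26 without AS3, 1 and 3 with library sizes of clean reads, and 21 and 11 by DESeq2. Known 24-nt miRNAs in salt had 0 calls without DW1, DW2 or any salt library or with library sizes of clean reads, 1 higher and 0 lower by DESeq2, and 2 higher and 4 lower without DW3, and predicted 24-nt miRNAs had 18 lower without DW3, 8 without AS1 and 4 without AS3. Predicted 21 to 22 nt miRNAs had 9 higher in alkali without DW3 and 2 without AS1, with 1 lower without DW2 or AS2, and in salt 7 higher without DW3, 4 without AS1 or AS3 and 1 without DW1, DW2 or SS2 or with library sizes of clean reads. The fry result of the known 24-nt class in alkali was lost without any 1 library except DW3, and that of the predicted 21 to 22 nt class without SS3 or any alkali library; without DW3 the other 2 classes passed in alkali and both 21 to 22 nt classes in salt.

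Of 25 families of Table S1 with at least 5 known members tested, 7 had a call in salt, 10 in alkali and 3 in alkali against salt. In salt these included 15 lower members of MIR2111 and 2 lower members of MIR5272 (0 without DW1, DW2 or any salt library, 3 without DW3 and 1 without AS2). In alkali they included 12 higher members of MIR395, 4 higher members of 5 in MIR160 (0 without AS1) and 5 lower members of MIR1122 (0 without DW1 and 1 without AS1). The 5 members of MIR1122 have the same mature sequence, as do the 4 of MIR160, 14 of the 15 of MIR2111 and 11 of the 12 of MIR395. MIR2592, with 71 members tested, had 0 calls by edgeR in both treatments, and 4 higher in alkali without DW3 and 3 without AS3.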
